# Squalene epoxidase promotes the chemoresistance of colorectal cancer via (S)-2,3-epoxysqualene-activated NF-κB

**DOI:** 10.1186/s12964-024-01649-z

**Published:** 2024-05-18

**Authors:** Qi Liu, Yajuan Zhang, Huimin Li, Hong Gao, Yijie Zhou, Dakui Luo, Zezhi Shan, Yufei Yang, Junyong Weng, Qingguo Li, Weiwei Yang, Xinxiang Li

**Keywords:** Squalene epoxidase, Chemoretherapy, Colorectal cancer, (S)-2,3-epoxysqualene, NF-κB pathway

## Abstract

**Background:**

While de novo cholesterol biosynthesis plays a crucial role in chemotherapy resistance of colorectal cancer (CRC), the underlying molecular mechanism remains poorly understood.

**Methods:**

We conducted cell proliferation assays on CRC cells with or without depletion of squalene epoxidase (SQLE), with or without 5-fluorouracil (5-FU) treatment. Additionally, a xenograft mouse model was utilized to explore the impact of SQLE on the chemosensitivity of CRC to 5-FU. RNA-sequencing analysis and immunoblotting analysis were performed to clarify the mechanism. We further explore the effect of SQLE depletion on the ubiquitin of NF-κB inhibitor alpha (IκBα) and (S)-2,3-epoxysqualene on the binding of IκBα to beta-transducin repeat containing E3 ubiquitin protein ligase (BTRC) by using immunoprecipitation assay. In addition, a cohort of 272 CRC patients were selected for our clinical analyses.

**Results:**

Mechanistically, (S)-2,3-epoxysqualene promotes IκBα degradation and subsequent NF-κB activation by enhancing the interaction between BTRC and IκBα. Activated NF-κB upregulates the expression of baculoviral IAP repeat containing 3 (BIRC3), sustains tumor cell survival after 5-FU treatment and promotes 5-FU resistance of CRC in vivo. Notably, the treatment of terbinafine, an inhibitor of SQLE commonly used as antifungal drug in clinic, enhances the sensitivity of CRC to 5-FU in vivo. Additionally, the expression of SQLE is associated with the prognosis of human CRC patients with 5-FU-based chemotherapy.

**Conclusions:**

Thus, our finding not only demonstrates a new role of SQLE in chemoresistance of CRC, but also reveals a novel mechanism of (S)-2,3-epoxysqualene-dependent NF-κB activation, implicating the combined potential of terbinafine for 5-FU-based CRC treatment.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12964-024-01649-z.

## Background

Colorectal cancer (CRC) is one of the most common malignant tumors in the world [1]. It ranks third in terms of overall incidence and second in terms of mortality among all cancers. In addition to surgical treatment, chemotherapy plays a significant role in CRC treatment. 5-fluorouracil (5-FU), an antimetabolite, is a fundamental chemotherapy drug for CRC. By inhibiting thymidylate synthase (TS), 5-FU hinders DNA synthesis and exerts its anti-tumor effects [2, 3]. 5-FU-based adjuvant chemotherapy is recommended for all eligible patients with stage III colon cancer after radical resection, as well as high-risk stage II colon cancer patients (poorly differentiated, T4 tumors, tumor perforation and less than 12 lymph nodes retrieved) [4]. However, the efficacy of chemotherapy in CRC remains suboptimal, and most CRC patients ultimately develop drug resistance [5]. In addition, more than 90% of patients diagnosed with metastatic CRC would suffer chemotherapy failure due to drug resistance, and their 5-year survival rate is only 14% [5, 6]. Therefore, elucidating the mechanism of resistance of CRC to 5-FU is of great significance in designing successful chemotherapy regimens and improving the prognosis of patients with CRC.

Cholesterol metabolism plays an indispensable role in mammalian cells, and its dysregulation is closely related to a variety of diseases, including CRC. The lipidic milieu could regulate the activity of essential transmembrane proteins, leading to the resistance to antineoplastic drugs. Additionally, certain metabolites of cholesterol metabolism, such as farnesyl pyrophosphate, mevalonic acid, and geranylgeranyl pyrophosphate, have been implicated in cancer signaling [7–9]. Moreover, inhibition of specific enzymes involved in cholesterol metabolism, including lanosterol synthase (LSS), farnesyl diphosphate synthase (FDPS), and squalene epoxidase (SQLE), has been shown to suppress cancer metastasis [10–15]. Researchers also found that the T lymphocytes were regulated by mevalonate metabolism of lipid biosynthesis [16]. However, the relationship between cholesterol metabolism and chemotherapy has not been extensively studied, with previous studies only focusing on cholesterol itself, neglecting the intermediate products of cholesterol metabolism [17, 18]. The key enzymes in cholesterol synthesis include 3-hydroxy-3-methylglutaryl-coenzyme A reductase (HMGCR) and SQLE, and previous studies suggest that the inhibition of HMGCR could enhance the efficacy of cancer treatments [19].

SQLE, as the second key enzyme in cholesterol biosynthesis, catalyzes the initial oxygenation step [20]. Squalene is converted by SQLE to (S)-2,3-epoxysqualene during cholesterol synthesis, but limited information is currently available regarding the significance of (S)-2,3-epoxysqualene in cancer research [21, 22]. SQLE is overexpressed in several cancers and the high expression of SQLE is closely related to the poor prognosis of cancer patients, including CRC [20, 23]. It is reported that the poor survival of CRC patients with high SQLE expression is due to its promotion of tumor cell proliferation. However, previous studies have not explored the effect of SQLE on CRC treatment efficacy [24]. In this study, we investigate the role and mechanism of SQLE in the resistance of CRC to 5-FU. For the first time, our research has uncovered and demonstrated the inhibitory role of SQLE in CRC sensitivity to 5-FU, thus underscoring SQLE as a promising target for CRC treatment. Through further exploration of the underlying mechanism, we have discovered that the direct product of SQLE-catalyzed squalene, namely (S)-2,3-epoxysqualene, promotes the binding of NF-κB inhibitor alpha (IκBα) to beta-transducin repeat containing E3 ubiquitin protein ligase (BTRC), consequently promoting the upregulation of ubiquitin levels and subsequent degradation of IκBα. This activation of the NF-κB pathway ultimately attenuates the responsiveness of CRC to 5-FU. Beyond presenting a novel therapeutic avenue for combating colorectal cancer, our investigation has notably established the initial connection between a metabolic intermediate of cholesterol metabolism and the NF-κB pathway.

## Methods

### Cell culture

RKO and HEK293T cells were purchased from the Type Culture Collection of the Chinese Academy of Sciences. WiDr cells were purchased from Nanjing COBIOER biosciences Co., Ltd. These cells were cultured with dulbecco's modified eagle medium (DMEM), 10% fetal bovine serum (FBS) and streptomycin penicillin. Cell lines used in the experiments were keep at 37 °C in an incubator with 95% air and 5% CO_2_ supply.

### DNA constructs

Polymerase chain reaction (PCR)-amplified human *SQLE*, *Baculoviral IAP repeat containing 3 (BIRC3)* and *NF-kappa-B inhibitor alpha (NFKBIA)* were cloned into pCDH-Flag and pcDH-HA. The mutations were made using the Quick-Change site-directed mutagenesis kit (Stratagene, La Jolla, CA). 

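The SQLE hairpin oligonucleotide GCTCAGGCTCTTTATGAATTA, 21 nt long, was matched to the 206694 transcripts of GENCODE release 29 on GRCh38 and was found in transcripts of SQLE only. In the reference transcript SQLE-201, which has 2961 nt and 11 exons, it occupies positions 2306 to 2326, within exon 9 and inside the coding sequence, which runs from position 899 to 2623 with its stop codon. On the genome this is chromosome 8, 125018691 to 125018711, plus strand. The transcript reads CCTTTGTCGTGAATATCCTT just upstream of the target and TTTTCTGCCACAGATGATTC just downstream. The 19-nt control sequence TTCTCCGAACGTGTCACGT was found in 0 of these transcripts on either strand, so it has no exact target in the annotated human transcriptome. Partial matches were not searched.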

The GV248 shNT was generated with the control 5’-TTCTCCGAACGTGTCACGT-3’ oligonucleotide and GV248 shSQLE was generated with 5’-gcTCAGGCTCTTTATGAATTA-3’ oligonucleotide. GV248 SQLE shRNA-2 was generated with 5’- gcAGAGCCCAATGCAAAGTTT -3’ oligonucleotide.

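The second hairpin sequence, GCAGAGCCCAATGCAAAGTTT, also matched transcripts of SQLE only. It lies at positions 1613 to 1633 of SQLE-201, in the coding sequence, and spans the junction of exon 3 and exon 4, so that on chromosome 8 of GRCh38 it begins at 125005695 and ends at 125007400 with an intron in between. The transcript reads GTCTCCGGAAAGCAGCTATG before it and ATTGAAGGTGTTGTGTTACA after it. The paper's text does not name which hairpin the sequenced RKO cells carried.

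**Figure D1:**
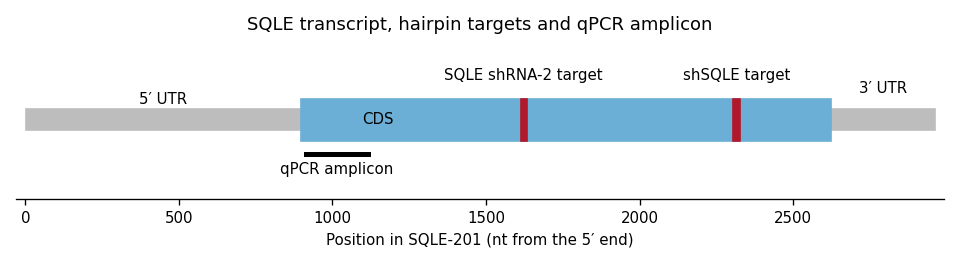
Map of the SQLE-201 transcript, drawn to scale in nt from its 5′ end. The blue box is the coding sequence from 899 to 2623, the grey bars are the untranslated regions, the red marks are the hairpin targets at 1613 to 1633 and 2306 to 2326, and the black line is the product of the SQLE qPCR primers at 914 to 1115.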

### Immunoprecipitation and immunoblotting analysis

Extraction of proteins with a modified buffer from cultured cells was followed by immunoprecipitation and immunoblotting with corresponding antibodies, as described previously [25].

### Cell proliferation assay

2500 cells per well were plated in 96-well plate and cultured in DMEM with 10% FBS for 3 days. 5-FU was added in each well 24 h after cells were plated with indicated concentrations. Cell proliferation is quantified by Sulforhodamine B (SRB) assay. Briefly, cells were fixed with trichloroacetic acid and stained with SRB solution, followed by rinsing the plates four times with 1% acetic acid and solubilizing the protein-bound dye with 10 mM Tris base solution. The absorbance was measure at 560 nm. Data were shown with the means ± SD of 3 independent experiments.

### Quantitative real-time reverse transcription PCR

TRIzol (Invitrogen, Thermo Fisher Scientific) was used to extract the total RNA, and total RNA was then reverse-transcribed into cDNA using a ReverTra Ace qPCR RT Master Mix Kit (Toyobo) with oligonucleotide (dT) and random primers. Quantitative realtime PCR analysis was performed under the following conditions: 5 min at 95℃ followed by 40 cycles at 95℃ for 30 s, 55 ℃ for 40 s, and 72℃ for 1 min using a Bio-Rad PCR Thermal Cyclers. Then real-time PCR was performed on an Applied Biosystems 7500 using SYBR Green PCR Master mix (Thermo Fisher Scientific). 

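The SQLE primers both lie in exon 1 of SQLE-201, in the coding sequence, the forward primer at positions 914 to 934 and the reverse primer at 1093 to 1115. On GRCh38 these are chromosome 8, 124999419 to 124999439, and chromosome 8, 124999598 to 124999620. The product is 202 nt long. Because both primers sit in one exon, the product has the same length on genomic DNA. Each primer matched 1 transcript of GENCODE release 29.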

Primer sequences used for the amplification of human *SQLE* were 5′- GGCATTGCCACTTTCACCTAT -3′ (forward) and 5′- GGCCTGAGAGAATATCCGAGAAG -3′ (reverse). Primer sequences used for the amplification of human *BIRC3* were 5′- AAGCTACCTCTCAGCCTACTTT -3′ (forward) and 5′- CCACTGTTTTCTGTACCCGGA -3′ (reverse).

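The BIRC3 primers both lie in exon 2 of the reference transcript BIRC3-201, which has 5197 nt and 9 exons and is encoded on chromosome 11 of GRCh38, plus strand. The forward primer occupies positions 3067 to 3088 (chromosome 11, 102324826 to 102324847) and the reverse primer positions 3125 to 3145 (chromosome 11, 102324884 to 102324904), within the coding sequence from 2751 to 4565. The product is 79 nt long. Each primer matched 3 transcripts, all of BIRC3.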

### Subcutaneous injection

In brief, 6-week-old randomized female athymic nude mice were subcutaneously injected with 1 × 10^6^ RKO cells. Five mice were included in each experiment. 23 days after injection, mice were euthanized, and tumors were dissected for the measure of tumor weight. All mice were housed in a specific pathogen-free environment at the Shanghai Institute of Biochemistry and Cell Biology.

### Immunohistochemical analysis

The tissue sections from paraffin-embedded human CRC specimens were stained with antibodies as indicated. We quantitatively scored the tissue sections according to the percentage of positive cells and staining intensity. We scored the staining intensity as follows: 0 (negative), 1 (weak), 2 (moderate) and 3 (strong). The immunohistochemical score (H score) = the percentage of strongly stained area × 3 + the percentage of moderately stained area × 2 + the percentage of weakly stained area × 1, giving a range of 0 to 300.

### Selection of CRC patients

Formalin-fixed paraffin-embedded (FFPE) specimens used in this study were obtained from 272 patients who underwent radical resection of CRC in FUSCC between January 2007 and December 2009. Inclusion criteria for the patient cohort included confirmed colorectal cancer diagnosis and the treatment with 5-FU-based chemotherapy. Patients with unknown tumor grade, unknown venous invasion status or unknown carcinoembryonic antigen (CEA) level were excluded from further Cox proportional hazards analysis. CRC tissue was fabricated into tissue microarrays. The clinicopathological features selected for analysis included TNM stage, age, gender, primary tumor location, preoperative serum CEA level, tumor grade, vascular invasion and the number of lymph nodes examined. These patients received long-term active follow-up and their oncological outcomes were also documented after surgery.

### Statistical analysis

The end points used for clinical analysis in the present study were overall survival (OS) and disease-free survival (DFS). We used chi-square test to analyze the categorical variables. Kaplan–Meier survival analysis was used to analyze the OS and DFS of different groups, and log-rank tests were used to compare the survival differences. We also established Cox proportional hazard models and used Hazard ratio (HR) and 95% confidence interval (CI) to analyze different prognostic factors of CRC patients. The two-tailed t test (normal distribution) or Mann–Whitney test (nonnormal distribution, not paired) or Wilcoxon signed-rank test (nonnormal distribution, paired) was used to analyze the data between the experimental group and the control group. The results were expressed by mean ± standard deviation (SD), and *p* < 0.05 was considered to be statistically significant, *P* < 0.01 was considered to be extremely significant (*p < 0.05, **p < 0.01).

## Results

### SQLE expression correlates with the response of CRC patients to 5-FU-based chemotherapy

Through the Cancer Genome Atlas (TCGA), we obtained the mRNA expression data of SQLE in tumor tissues and peritumoral tissues from colorectal cancer (CRC) patients, and found that the mRNA levels of SQLE were significantly up-regulated in tumor tissues compared with peritumoral tissues (*P* < 0.05, Fig. S1A). We next selected the patients with paired expression information of tumor tissues and adjacent peritumoral tissues, which also showed that tumor tissues had higher mRNA levels of SQLE than paired peritumoral tissues (*P* < 0.01, Fig. S1B). Furthermore, we performed immunohistochemistry (IHC) staining using the CRC tissue microarray from Fudan University Shanghai Cancer Center (FUSCC) after verifying the specificity of anti-SQLE antibody (Fig. S1C). We found that tumor tissues had much higher protein levels of SQLE than peritumoral tissues from CRC patients (*P* < 0.01, Fig. S1D). Similarly, tumor tissues had much higher protein levels of SQLE than paired peritumoral tissues from CRC patients (*P* < 0.01, Fig. S1E). These results confirm the association of SQLE with the malignancy of CRC.

We next selected 185 CRC patients who had received 5-FU-based chemotherapy from this cohort (Fig. S1F). Kaplan–Meier survival analysis showed that the OS (5-year OS rate: 65.0% vs. 85.1%, *P* = 0.0012) and DFS (5-year DFS rate: 55.9% vs.80.3%, *P* = 0.00034) of CRC patients with high SQLE expression were significantly worse than those with low SQLE expression (Fig. 1A-B). Then we excluded the cases without tumor grade, vascular invasion or preoperative CEA information, and eventually identified 159 CRC patients. The analysis showed that there was no significant difference in tumor stage, age, gender, tumor location, preoperative CEA level, tumor grade, venous invasion and the number of lymph nodes retrieved in total between high SQLE expression and low SQLE expression groups (Fig. S1G). However, there was a significant difference in mortality status between the two groups: the probability of death of patients with high expression of SQLE at the end of the follow-up period was much higher than that of patients with low expression of SQLE (30.6% vs.13.5%, *P* = 0.010). Only the clinicopathological factors with P value less than 0.2 in univariate Cox proportional hazard analysis were then included in the multivariate Cox proportional hazard analysis, which also showed that the OS (HR = 2.172, 95%CI = 1.030–4.580, Fig. 1C) and DFS (HR = 2.338, 95%CI = 1.221–4.476, Fig. 1D) of CRC patients with high expression of SQLE were significantly worse than that of those CRC patients with low expression of SQLE. Collectively, these results suggest the significance of SQLE in 5-FU resistance among CRC patients by indicating that those with elevated SQLE expression experience poorer prognosis with the treatment of 5-FU-based chemotherapy, which is overlooked in previous studies.

**Fig. 1:**
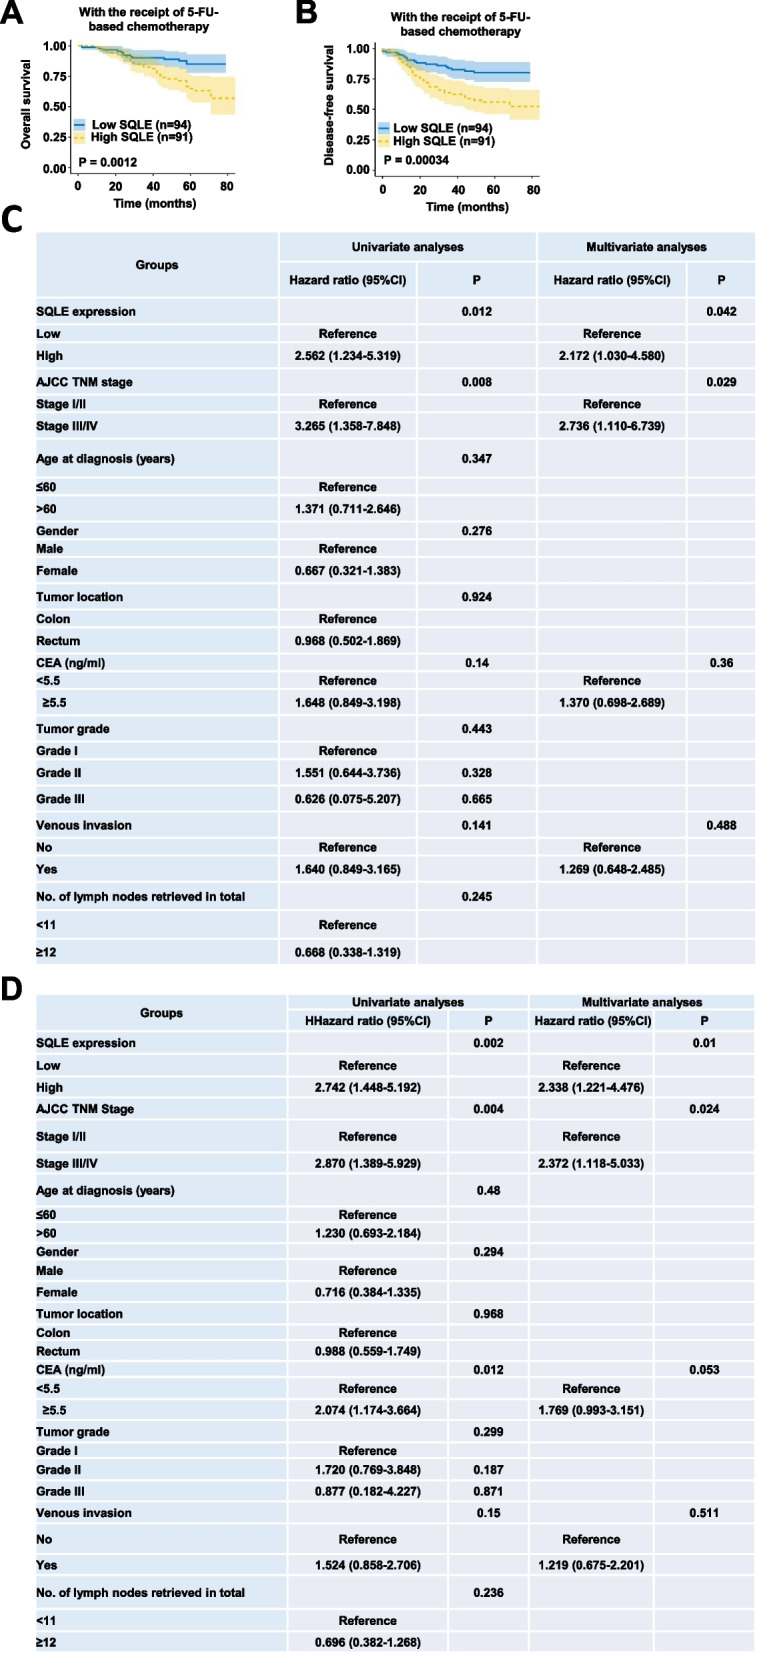
SQLE expression correlates with the response of CRC patients to 5-FU-based chemotherapy. **A**-**B** IHC analyses of SQLE were performed in specimens of CRC patients from FUSCC. OS (**A**) and DFS (**B**) of 185 CRC patients who have received 5-FU-based chemotherapy with low (n = 94) or high (n = 91) expression of SQLE were compared (Kaplan–Meier method with log-rank tests). OS, overall survival. DFS, disease-free survival. **C**-**D** Univariate and multivariate Cox regression analyses (with HR and 95% CI) of OS (**C**) or DFS (D) in 159 CRC patients with the receipt of 5-FU-based chemotherapy. (*p < 0.05; ** p < 0.01)

### Knockdown of SQLE enhances the sensitivity of CRC to 5-FU treatment

To confirm the role of SQLE in 5-FU resistance of CRC cells, we depleted SQLE in RKO or WiDr CRC cells by using two small hairpin RNAs (shRNA), including shSQLE-1 and shSQLE-2 (Fig. 2A). Sulforhodamine B (SRB) assays indicated that knockdown of SQLE increased the sensitivity of tumor cells to 5-FU treatment (Fig. 2B-C). In addition, we rescued SQLE-depleted RKO or WiDr cells with shRNA-resistant (r)-SQLE (Fig. 2D) and determined 5-FU sensitivity of these cells. SRB assays indicated that rescued expression of rSQLE recovered the resistance of SQLE-depleted tumor cells to 5-FU, excluding the possibility of off-target effect of SQLE shRNA (Fig. 2E-F).

**Fig. 2:**
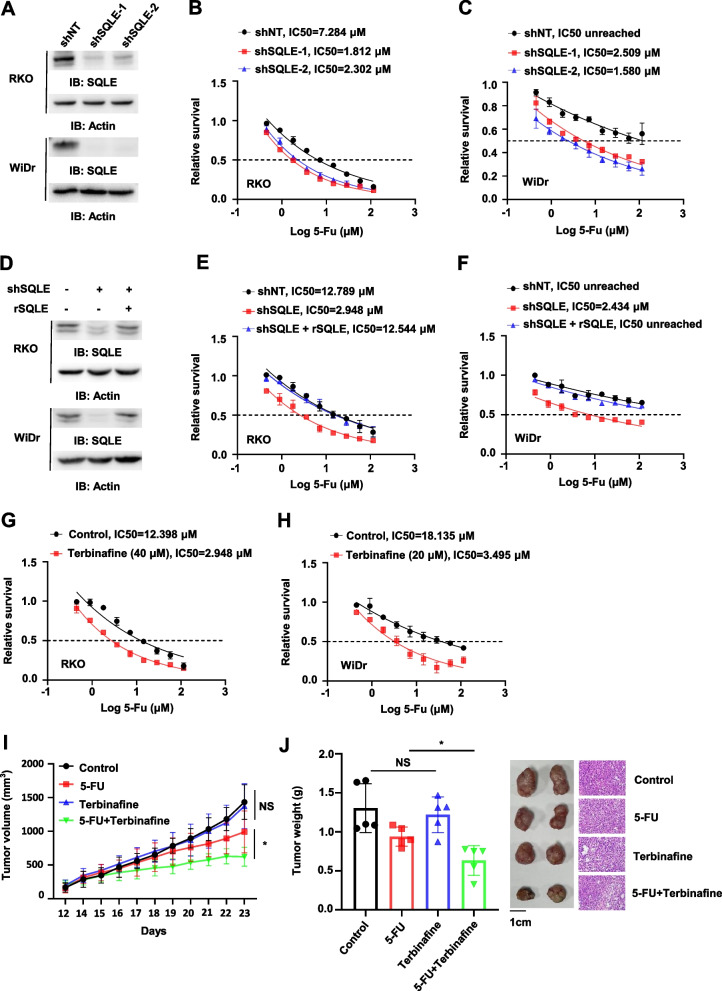
Knockdown of SQLE enhances the sensitivity of CRC to 5-FU treatment. **A** RKO and WiDr cells were infected with the lentivirus expressing non-targeting shRNA (shNT) or shSQLE (including shSQLE-1 and shSQLE-2). Immunoblotting analyses were performed in these cells with indicated antibodies. **B**-**C** The proliferation capacity was tested in RKO (B) and WiDr (C) cells expressing shNT or shSQLE with the treatment of gradient concentration of 5-FU (0–115.2 μM) for 48 h. **D** RKO and WiDr cells were depleted of endogenous SQLE and rescued with Flag-rSQLE. Immunoblotting analyses were performed in these cells. **E**–**F** The proliferation capacity was tested in RKO (E) and WiDr (F) cells with knockdown of endogenous SQLE and rescued expression of Flag-rSQLE with the treatment of gradient concentration of 5-FU (0–115.2 μM) for 48 h. **G**-**H** The proliferation capacity was tested in RKO (G) and WiDr (H) cells with or without the treatment of terbinafine and with the treatment of gradient concentration of 5-FU (0–115.2 μM) for 48 h. **I**-**J** RKO cells were subcutaneously injected into randomized athymic nude mice (5 mice per group) with or without the treatment of terbinafine (100 mg, once/day, 10 days) and 5-FU (40 mg, twice/week, 2 weeks). Tumor growth was measured overtime (I). 23 days after the injection, tumors were dissected for weight measurement and hematoxylin-eosin (HE) staining. Quantitative analyses of dissected tumor weight were performed (left panel), and representative images of HE staining of dissected tumors were shown (right panel) (J). Data represented the means ± SD of 5 mice (unpaired Student’s t test or Mann–Whitney test, two-tailed). (NS, not significant; * p < 0.05)

We next treated RKO and WiDr cells with or without SQLE inhibitor, terbinafine. The inhibition of SQLE increased the sensitivity of RKO and WiDr cells to 5-FU treatment (Fig. 2G-H). Similar results were obtained in the experiments using another inhibitor of SQLE, NB-598, showing that NB-598 treatment could also increase the sensitivity of RKO and WiDr cells to 5-FU treatment (Fig. S2A-B).

Given that the significant toxic and side effects of NB-598 were observed in animal experiments, terbinafine was then used in the subsequent animal experiments [26]. RKO cells were subcutaneously implanted into randomized athymic nude mice. The mice were then treated with or without 5-FU in the absence or presence of terbinafine. Tumor growth was measured by caliper measurements. As shown in Fig. 2I-J, terbinafine treatment greatly improved the antitumoral efficacy of 5-FU treatment. Collectively, these results demonstrate that SQLE expression enhances the resistance of CRC to 5-FU treatment.

### SQLE enhances 5-FU resistance of CRC by upregulating BIRC3 expression

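RKO is an established human colorectal carcinoma cell line. RNA-sequencing libraries of RKO cells were analysed, 6 in all, 3 from cells expressing non-targeting shRNA (shNT) and 3 from cells expressing shRNA against SQLE (shSQLE), numbered 1 to 3 in each group. The sample labels name no 5-FU treatment for any library, and the library names of both groups carry the tag Ctrl, which the labels do not explain, whereas the paper's text places this comparison after 5-FU treatment, so whether the cells had received 5-FU stays open here. The description of the series also speaks of duplicates, while 3 libraries per group are labelled and Fig. 3A gives 3 against 3. The authors deposited 1 value per gene and library together with their own log2 fold change and p-values. The paper and its supplement do not name the aligner, the counting, the genome build or the test. The table analysed here holds 500 genes, all of them past the authors' thresholds, whereas the paper's counts add up to 532 genes. The unchanged genes are therefore not analysed here, and every count below is over genes that the authors had already selected on these same libraries. The values behave as pseudo-counts, which are read counts adjusted to a common library size. All 3000 values (500 genes in 6 libraries) could be written as whole reads moved to a common library size with a common dispersion of 0.00485. On these 500 genes the recovered reads summed to 206285, 189618 and 233404 in shNT libraries 1 to 3 and to 169374, 160335 and 117410 in shSQLE libraries 1 to 3. These sums are not sequencing depth, which is unknown, since the table holds only part of each library. The relative library sizes were 0.998, 0.924 and 1.13 for shNT and 1.10, 1.09 and 0.797 for shSQLE, so the third shSQLE library was the smallest. The groups were compared by limma with a mean-variance trend on log2(pseudo-count + 1), over the 473 genes with a value of at least 1 in at least 3 libraries, with Benjamini-Hochberg adjustment over these genes. A gene was called changed at an adjusted p-value under 0.05 and an absolute log2 fold change of at least 1. Fold changes on this scale understate the change of genes with few reads.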

To explore the mechanism of SQLE-promoted 5-FU resistance of CRC, we performed RNA-sequencing analysis in RKO cells with or without SQLE depletion. 

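SQLE itself, the target of the hairpin, lies on chromosome 8 of GRCh38 from 124998497 to 125022283. Its pseudo-counts were 6976, 6926 and 6958 in the shNT libraries and 303, 296 and 307 in the shSQLE libraries. The mean was 6953 ± 25.1 (SD, n = 3) in shNT and 302 ± 5.50 (SD, n = 3) in shSQLE, which leaves 4.35% of the shNT level. The log2 fold change was -4.52 (standard error 0.0657, adjusted p = 2.05e-10 by limma with Benjamini-Hochberg adjustment). All 3 shSQLE libraries lay below all 3 shNT libraries (exact two-sided permutation test, p = 0.1, the smallest that 3 against 3 allow). Of the 473 genes tested, 340 were lower and 98 were higher in shSQLE, so 77.6% of the 438 changed genes were lower. The table analysed holds 382 lower and 118 higher genes, whereas the paper counts 384 and 148. Relative to the paper's counts, higher genes are thus under-represented, which raises this share. All 473 had the same sign as in the authors' deposited table. The 2 groups of libraries did not overlap for 427 genes, or 90.3%, where chance alone would give 10% of unselected genes. The other 35 genes tested were not past both thresholds, 26 of them with an adjusted p-value of 0.05 or more. Requiring a value of at least 10 in every library moved the counts most, to 137 lower and 47 higher, because only 193 genes were then tested.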

SQLE depletion resulted in up-regulation of 148 genes and down-regulation of 384 genes in tumor cells after 5-FU treatment (Fig. S3A). 

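Across the 473 genes tested, the correlation of log2(pseudo-count + 1) between libraries of the same group ranged from 0.952 to 0.962, and between an shNT and an shSQLE library from 0.825 to 0.842. These are correlations across genes, which are not independent replicates, and the genes had been selected for differing between the groups. Hierarchical clustering placed the 3 shNT and the 3 shSQLE libraries on separate branches. No pair of replicates was one library deposited again, since the chi-square statistic per degree of freedom between the recovered reads of replicates was at least 5.62. On the log2(pseudo-count + 1) scale, the genes with the largest decreases apart from SQLE were CCL20, CXCL8, C3 and MMP3. This order depends on the pseudocount and on the libraries used. With a pseudocount of 0.1 the log2 fold changes of IL7R and INHBA, which have few reads in shSQLE, were -6.41 and -6.39 and exceeded that of C3, at -5.06. C3 went from 89.6 ± 1.76 to 3.24 ± 2.82 pseudo-counts (SD, n = 3 each), with 7, 2 and 1 reads left in the shSQLE libraries. MMP3 went from 351 ± 40.9 to 13.8 ± 1.65 (SD, n = 3 each), and its log2 fold change was -4.57 (standard error 0.195, adjusted p = 2.51e-07 by limma). On the same scale, the largest increases were those of GRAMD1B, CA9, COL5A3, IGFN1 and ANKRD20A4, and with a pseudocount of 0.1 genes with few reads came first. GRAMD1B went from 49.95 ± 16.3 to 1006 ± 67.7 pseudo-counts (SD, n = 3 each), a log2 fold change of 4.36 (standard error 0.238, adjusted p = 1.03e-06 by limma). CA9 went from 34.9 ± 20.4 to 512 ± 177 (SD, n = 3 each), a log2 fold change of 3.98 (standard error 0.444, adjusted p = 7.36e-05 by limma). COL5A3 had at most 3 reads in every shNT library and 31, 36 and 7 reads in the shSQLE libraries. Its mean was at least 7.98-fold higher in shSQLE, a bound that does not hold for each library. IGFN1 went from 10.1 ± 6.82 to 67.2 ± 8.44 pseudo-counts (SD, n = 3 each). ANKRD20A4 had 0 reads in the shNT libraries and 2, 12 and 10 in the shSQLE libraries, and 87.6% of its 50-mers also occur in other genes, so its value is uncertain.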

Heat map analysis of differential expressions of the genes was shown in Fig. S3B. Furthermore, gene set variation analysis (GSVA) showed that among the signal pathways, NF-κB pathway was the one mostly related to cell survival (Fig. 3A). 

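GSVA scores need the values of genes that did not change, which were not used here, so GSVA was not recomputed and no test of a gene set was run. Instead, members of gene lists written by hand were looked up among the 500 genes, which shows how those members moved but not whether a list moved as a whole. Of 36 p53 target genes, 7 were present, and all 7 were lower in shSQLE and past both thresholds. Their log2 fold changes ran from -2.04 for PLK2 to -1.03 for TP53I3, with adjusted p-values of at most 0.000181 by limma. TP53I3 fell under the fold-change threshold, to -0.97, without shNT replicate 1. CDKN1A, also on this list, had the highest level. Of 36 genes of the unfolded protein response, 4 were present and all 4 were lower (SLC7A11, CEBPB, CHAC1 and ATF3), with log2 fold changes from -1.72 to -1.13. Of 45 interferon-induced genes, TRIM22 was lower with a log2 fold change of -3.07 (standard error 0.243) and IFIT1 was higher with a log2 fold change of 1.71 (standard error 0.215). Of 40 MYC-driven nucleolar genes, only BOP1 was present, with an adjusted p-value of 0.200 by limma. Of 53 E2F target genes, 0 were present.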

Gene set enrichment analysis (GSEA), showed that depletion of SQLE significantly down-regulated NF-κB pathway (Fig. 3B). 

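GSEA ranks all measured genes, and since the table holds only changed genes it was not recomputed. Of a hand-written list of 58 NF-κB target genes, 13 were among the 500 genes. All 13 were lower in shSQLE and past both thresholds, and the same 13 were so when the p-values were adjusted over these 13 alone. That second count adds no independent evidence, because the authors had already called these 13 on the same libraries. Of the 13, 5 are also genes of Fig. 3C. In order of log2 fold change they were CCL20, CXCL8, CXCL2, CSF2, CXCL1, TRAF1, TNFRSF9, TNFAIP3, IL1A, BIRC3, NFKBIA, CXCL3 and PLAU. CXCL8 fell from 1074 ± 141 to 37.6 ± 13.7 pseudo-counts (SD, n = 3 each), a log2 fold change of -4.85 (standard error 0.237, adjusted p = 6.51e-07 by limma). NFKBIA, which encodes IκBα, fell from 2702 ± 134 to 1186 ± 85.5 (SD, n = 3 each), a log2 fold change of -1.19 (standard error 0.0793, adjusted p = 2.48e-06 by limma). PLAU had the smallest change, with a log2 fold change of -1.09 (standard error 0.0784, adjusted p = 3.95e-06 by limma). The 2 groups of libraries did not overlap for 12 of the 13 genes. Across the 6 fits that each left out 1 library, 10 to 13 of the genes stayed past both thresholds. IL1A and CSF2 lost their call in 4 of these fits, and CXCL3 lost it only without shSQLE replicate 3. CXCL1, CXCL2 and CXCL3 are similar paralogs whose reads the counting could have split. At most 9.24% of the 50-mers of any of these 3 genes also occur in other genes, which limits such splitting. CXCL2 had 48, 30 and 48 reads in the shNT libraries and 20, 6 and 1 in the shSQLE libraries.

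**Figure D2:**
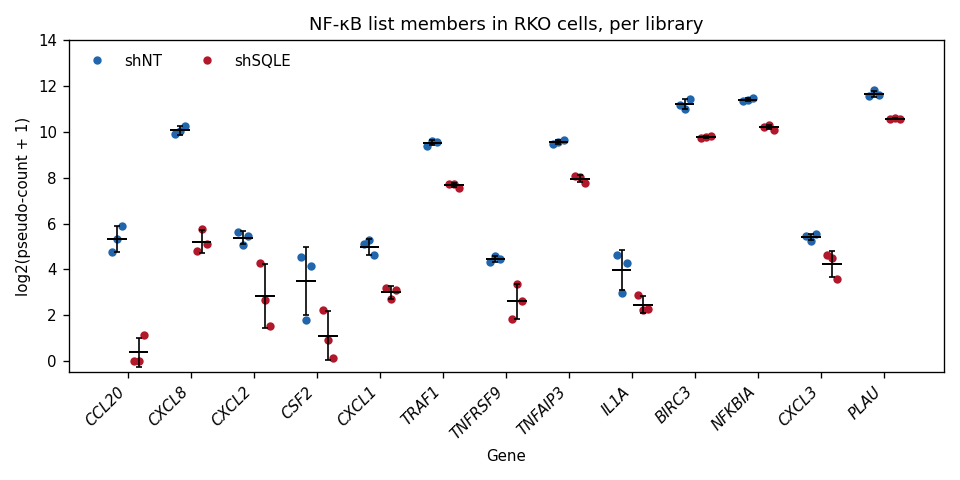
Values of the 13 NF-κB target genes in each library, as log2(pseudo-count + 1), ordered by log2 fold change. Blue points are the 3 shNT libraries and red points the 3 shSQLE libraries, black lines are means and error bars are SD. NFKBIA and PLAU, at the right, show small changes with tight replicates, whereas CSF2 and IL1A spread widely between replicates.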

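The heat map of Fig. 3C names CCL20, PLK2, BIRC3, TNFAIP3, TRAF1, CDKN1A, CXCL1, INHBA, IL7R and TNC. All 10 were lower in shSQLE and past both thresholds, both over the 473 genes tested and adjusted over the list alone. The second count is not independent evidence, because the paper chose these genes on the same libraries. For each of the 10, every shSQLE library lay below every shNT library. CDKN1A had the highest level and the tightest estimate, with 10252 ± 471 pseudo-counts in shNT and 3543 ± 34.3 in shSQLE (SD, n = 3 each) and a log2 fold change of -1.53 (standard error 0.0544, adjusted p = 8.45e-08 by limma). TNC went from 3210 ± 246 to 1159 ± 67.2 (SD, n = 3 each), TNFAIP3 from 754 ± 35.5 to 248 ± 26.6 and TRAF1 from 738 ± 60.9 to 203 ± 12.2. Their log2 fold changes were -1.47, -1.60 and -1.86, each larger than 10 times its standard error. PLK2, CXCL1, CCL20, INHBA and IL7R had far fewer reads. PLK2 went from 62.5 ± 8.10 to 14.4 ± 0.618 pseudo-counts (SD, n = 3 each). CXCL1 went from 31.4 ± 7.27 to 7.05 ± 1.42 (SD, n = 3 each), and 5.73% of its 50-mers also occur in other genes, mostly in CXCL2. CCL20 had at most 1 read and INHBA at most 2 reads in any shSQLE library, so CCL20 was at least 13.8-fold lower and INHBA at least 8.12-fold lower. IL7R had 35, 36 and 34 reads in shNT and 0, 4 and 0 in shSQLE. With a value of at least 10 required in every library, 6 of the 10 genes could be tested and all 6 kept their call.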

We selected top 10 genes in down-regulated NF-κB pathway after SQLE depletion. Among the genes, BIRC3 was the well-known downstream gene of NF-κB pathway related to 5-FU resistance [27, 28] (Fig. 3C). 

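BIRC3, which encodes an inhibitor of apoptosis, lies on chromosome 11 of GRCh38 from 102317450 to 102339403. Its pseudo-counts were 2292, 2068 and 2781 in the shNT libraries and 841, 869 and 892 in the shSQLE libraries. The mean was 2380 ± 365 (SD, n = 3) in shNT and 867 ± 25.2 (SD, n = 3) in shSQLE, which is 36.4% of the shNT level. The log2 fold change was -1.44 (standard error 0.109, adjusted p = 5.35e-06 by limma with Benjamini-Hochberg adjustment), so the difference was larger than the spread between replicates. With each library left out in turn it stayed between -1.54 and -1.33. The 3 shNT libraries spread more than the 3 shSQLE libraries. Only 0.214% of the 50-mers of BIRC3 also occur in another gene, BIRC2. The log2 fold change in the authors' deposited table is -1.46. Among the genes of Fig. 3C its log2 fold change was the closest to 0, though it differed from that of TNC by less than their standard errors. From the lower levels of these genes and from earlier work linking BIRC3 to 5-FU resistance, the paper takes BIRC3 as the NF-κB target to follow.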

Quantitative PCR (qRCR) analyses and immunoblotting analyses showed that knockdown of SQLE dramatically decreased the mRNA and protein levels of BIRC3 (Fig. 3D-F). We then overexpressed S-FLAG-streptavidin-binding peptide (SFB)-tagged BIRC3 in SQLE-depleted RKO and WiDr cells (Fig. 3G). BIRC3 overexpression completely abrogated SQLE depletion-enhanced sensitivity of CRC cells to 5-FU treatment (Fig. 3H-I), suggesting that SQLE promoted the resistance of CRC to 5-FU treatment by upregulating BIRC3 expression.

**Fig. 3:**
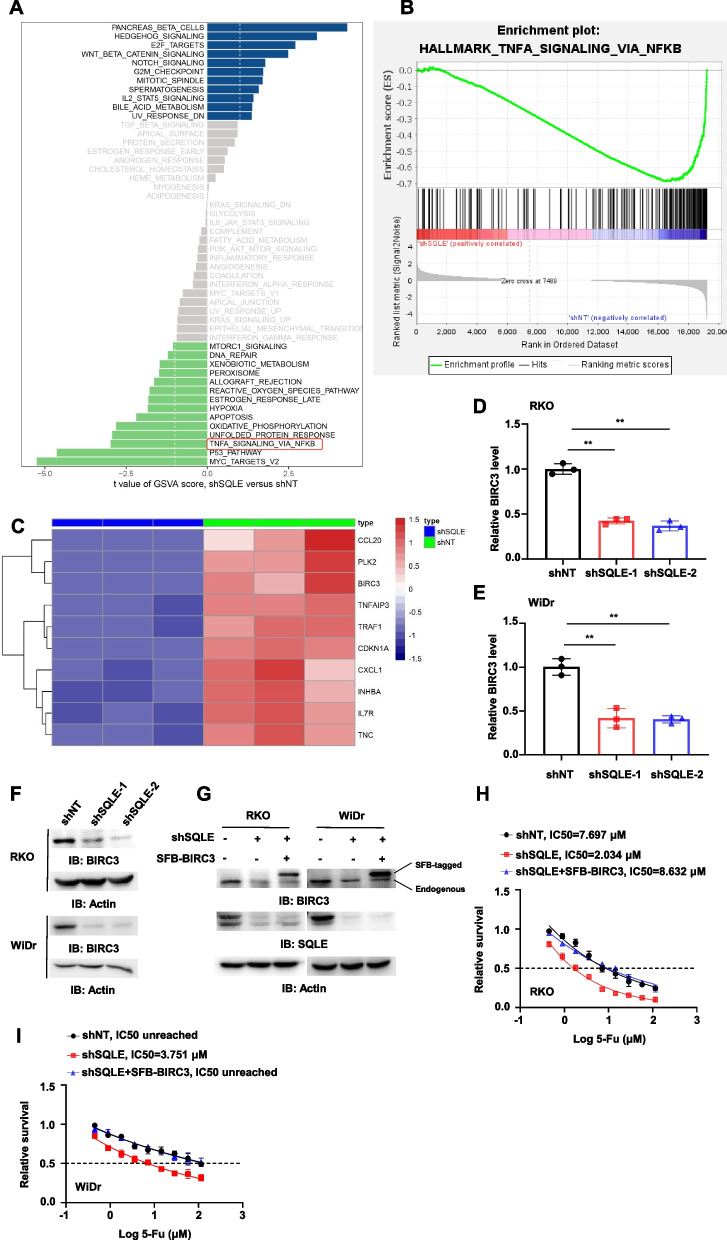
SQLE enhances 5-FU resistance of CRC by upregulating BIRC3 expression. **A** RNA sequencing was conducted on RKO cells with or without SQLE knockdown. Differences in pathway activities were scored by GSVA between shSQLE and shNT cells (NO. of sample = 3 VS. 3). Shown are t values from a linear model (dn, down; UV, ultraviolet; v1, version 1; v2, version 2). **B** GSEA was used to analyze the enriched signaling pathways in NF-κB pathway between shSQLE and shNT groups. NES (normalized enrichment score) = -2.32, FDR (false discovery rate) q-value = 0.0. **C** The heat map shows the top 10 genes which contributed most to the downregulation of NF-κB pathway following SQLE knockdown. Blue and red represent low and high levels, respectively. **D**-**E** Real-time PCR analyses were performed in RKO (D) and WiDr (E) cells with or without SQLE knockdown, and relative BIRC3 mRNA levels was shown. β-actin was used to normalize samples. **F** BIRC3 expression was examined using immunoblotting analyses in RKO and WiDr cells with or without SQLE knockdown. **G**-**I** SQLE-depleted RKO and WiDr cells were infected with the lentivirus expressing EV (empty vector) or SFB-BIRC3. Immunoblotting analyses were performed in these cells with indicated antibodies (G). The proliferation capacity was tested in RKO (H) and WiDr (I) cells with knockdown of endogenous SQLE and overexpression of SFB-BIRC3 with the treatment of gradient concentration of 5-FU (0–115.2 μM) for 48 h

### SQLE activates NF-κB pathway to upregulate BIRC3 and enhance 5-FU resistance of CRC

To test whether SQLE upregulates BIRC3 expression through NF-κB, we overexpressed HA-RelA, the central transcription factor in NF-κB pathway, in SQLE-depleted tumor cells. RelA overexpression recovered BIRC3 expression in SQLE-depleted RKO and WiDr cells (Fig. 4A). Moreover, RelA overexpression restored the resistance of SQLE-depleted CRC cells to 5-FU treatment (Fig. 4B-C).

**Fig. 4:**
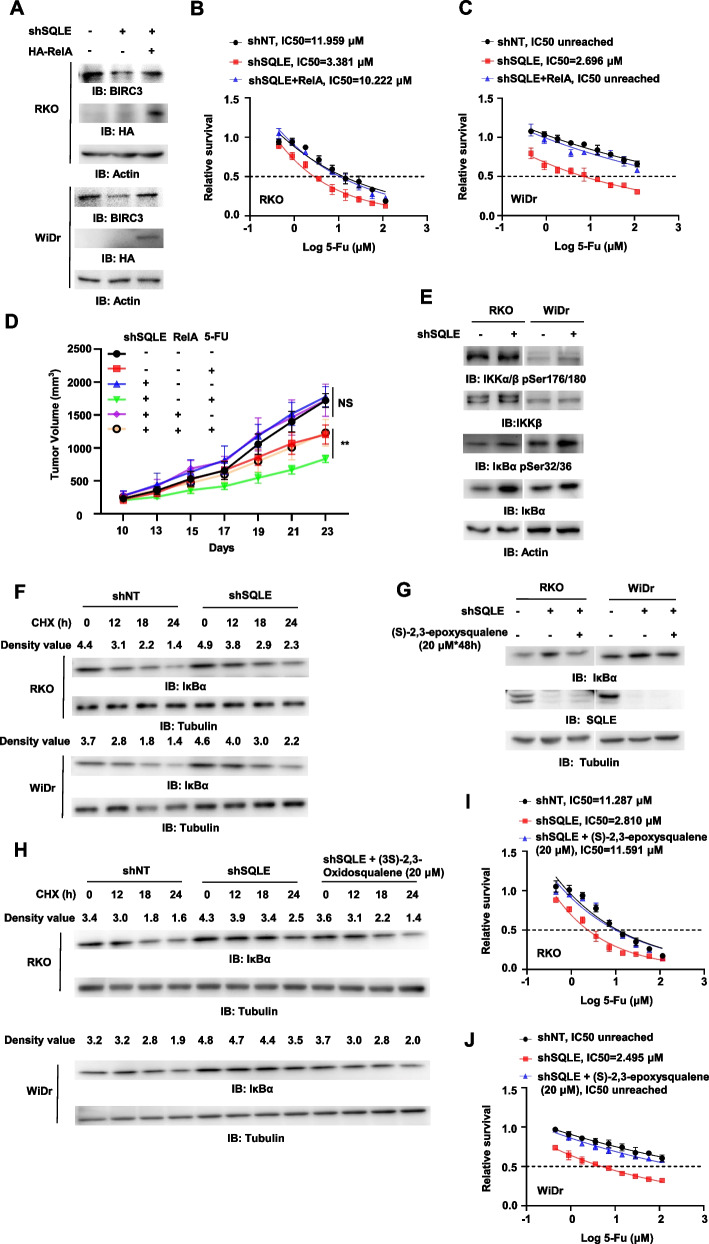
SQLE activates NF-κB pathway to upregulate BIRC3 and enhance 5-FU resistance of CRC. **A**-**C** RKO and WiDr cells were depleted of endogenous SQLE and overexpressed with HA-RelA. Immunoblotting analyses were performed in these cells with indicated antibodies (**A**). The proliferation capacity was tested in RKO (**B**) and WiDr (**C**) cells with knockdown of endogenous SQLE and overexpression of HA-RelA with the treatment of gradient concentration of 5-FU (0–115.2 μM) for 48 h. **D** RKO cells were depleted of endogenous SQLE and overexpressed with HA-RelA. These cells were subcutaneously injected into randomized athymic nude mice (5 mice per group) with or without the treatment of 5-FU (40 mg, twice/week, 2 weeks). Tumor growth was measured by caliper measurements (unpaired Student’s t test or Mann–Whitney test, two-tailed). (NS, not significant; ** p < 0.01). **E** Immunoblotting analyses were performed in RKO and WiDr cells with or without SQLE knockdown. **F** Immunoblotting analyses were performed in RKO and WiDr cells with or without SQLE depletion and treated with cycloheximide (CHX; 25 μg/mL) for 0, 12, 18, and 24 h. **G** SQLE-depleted RKO and WiDr cells were treated with or without (S)-2,3-epoxysqualene (20 μM) for 48 h. Immunoblotting analyses were performed in these cells with indicated antibodies. **H** SQLE-depleted RKO and WiDr cells were treated with (S)-2,3-epoxysqualene (20 μM) for 48 h. Immunoblotting analyses were performed in these cells treated with CHX (25 ug/mL) for 0, 12, 18, and 24 h. **I-J** SQLE-depleted RKO (I) and WiDr (J) cells were treated with (S)-2,3-epoxysqualene (20 μM) for 72 h. The proliferation capacity was tested in these cells with the treatment of gradient concentration of 5-FU (0–115.2 μM) for 48 h

In addition, we subcutaneously implanted SQLE-depleted RKO cells with or without HA-RelA overexpression into randomized athymic nude mice. The mice were treated with or without 5-FU and tumor growth was measured by caliper measurements. RelA overexpression completely restored the resistance of SQLE-depleted CRC cells to 5-FU treatment (Fig. 4D and Fig. S4A).

Collectively, these results suggest that SQLE promotes the resistance of CRC to 5-FU treatment by activating NF-κB signaling.

### (S)-2,3-epoxysqualene activates NF-κB pathway by accelerating IκBα degradation

To investigate how SQLE activates NF-κB pathway, immunoblotting analyses were performed to examine the activation of NF-κB in RKO and WiDr cells. As shown in Fig. 4E, SQLE depletion significantly increased IκBα expression, without influencing the level of phospho-IKKα/β (Ser176/180) and IKKβ, suggesting that SQLE depletion-inactivated NF-κB pathway was not through IKKα/β. Phosphorylation of IκBα leads to its ubiquitination and proteasomal degradation to liberate NF-κB and allows NF-κB translocation to the nucleus to control the expression of the target genes [29]. We speculated that SQLE activates NF-κB by regulating ubiquitination-mediated IκBα degradation. To test the hypothesis, we treated RKO or WiDr cells with or without SQLE depletion with CHX, (25 μg/mL). SQLE depletion significantly slowed down the degradation of IκBα (Fig. 4F). In addition, SQLE inhibition with NB-598 also enhanced protein stability of IκBα in RKO and WiDr cells (Fig. S4B).

SQLE is an important metabolic enzyme in the mevalonate pathway of cholesterol synthesis, and (S)-2,3-epoxysqualene is the direct product of squalene catalyzed by SQLE. To investigate the mechanism of SQLE-regulated IκBα degradation, we examined whether (S)-2,3-epoxysqualene regulated IκBα degradation. The addition of (S)-2,3-epoxysqualene (20 μM, 48 h) decreased protein levels and protein stability of IκBα in RKO and WiDr cells (Fig. 4G and H). Consequently, the addition of (S)-2,3-epoxysqualene (20 μM, 48 h) restored the resistance of SQLE-depleted CRC cells to 5-FU treatment (Fig. 4I-J).

Collectively, these results suggest that SQLE promotes 5-FU resistance of CRC cells through (S)-2,3-epoxysqualene-regulated IκBα degradation.

### (S)-2,3-epoxysqualene enhances the interaction between BTRC and IκBα

Since the ubiquitin–proteasome system is the most classical degradation way of IκBα, we further explore the effect of SQLE depletion on the ubiquitin of IκBα by using immunoprecipitation assay. Immunoblotting analyses showed that the ubiquitin level of immunoprecipitated IκBα was much lower in RKO and WiDr cells with SQLE depletion, suggesting that SQLE knockdown slowed down the degradation of IκBα through ubiquitin–proteasome system (Fig. 5A). BTRC was the E3 ubiquitin ligase of IκBα [30], we then tested whether SQLE knockdown influenced the interaction between BTRC and IκBα. As shown in Fig. 5B, SQLE knockdown inhibited the interaction between IκBα and BTRC in both RKO and WiDr cells. Interestingly, (S)-2,3-epoxysqualene treatment enhanced the interaction between IκBα and BTRC in RKO and WiDr cells (Fig. 5C). These results support that SQLE-produced (S)-2,3-epoxysqualene enhances the interaction between IκBα and BTRC to accelerate IκBα degradation.

**Fig. 5:**
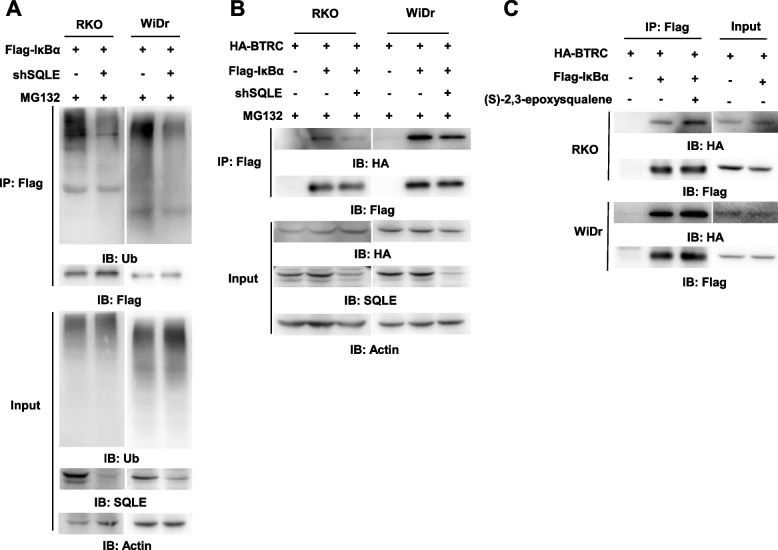
(S)-2,3-epoxysqualene enhances the interaction between BTRC and IκBα. **A** RKO and WiDR cells stably expressing Flag-IκBα were infected with the lentivirus expressing shNT or shSQLE. Cells were treated with MG132 (20 μM, 6 h). Flag-IκBα proteins were immunoprecipitated using anti-Flag agarose beads. **B** RKO and WiDR cells stably expressing HA-BTRC were infected with the lentivirus expressing EV or Flag-IκBα and the lentivirus expressing shNT or shSQLE. Cells were treated with MG132 (20 μM, 6 h). Flag-IκBα proteins were immunoprecipitated using anti-Flag agarose beads. **C** RKO and WiDR cells stably expressing HA-BTRC were infected with the lentivirus expressing EV or Flag-IκBα. Cells were harvested and (S)-2,3-epoxysqualene were added to the cell lysates before immunoprecipitation using anti-Flag agarose beads

### SQLE expression correlates with IκBα and BIRC3 expression in CRC

To define the clinical relevance of SQLE-regulated NF-κB signaling and BIRC3 expression, we performed IHC analysis in tumor tissues from CRC patients with anti-SQLE, anti-IκBα and anti-BIRC3 antibodies. SQLE protein levels exhibited positive correlation with BIRC3 protein levels, but exhibited negative correlation with IκBα levels in clinical CRC specimens (Fig. 6A-B).

**Fig. 6:**
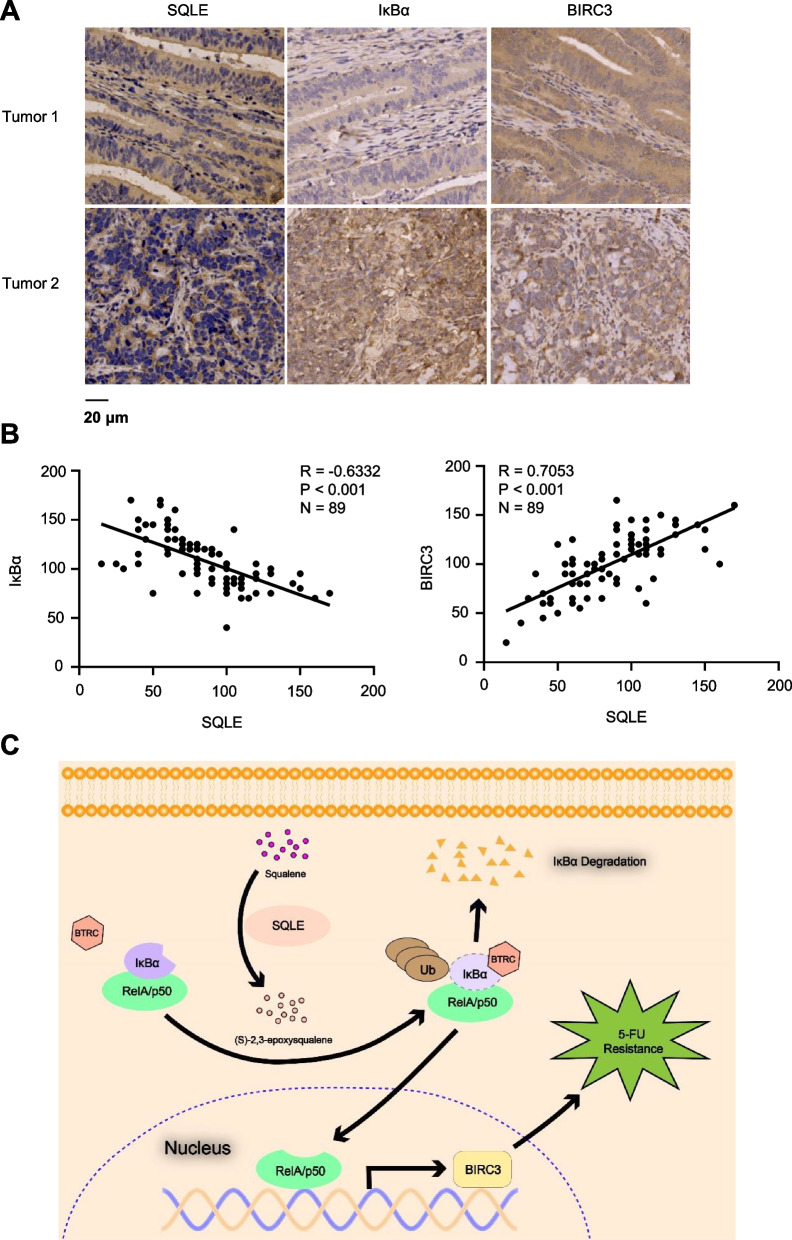
SQLE expression correlates with IκBα and BIRC3 expression in CRC. **A**-**B** IHC analyses using anti-SQLE, anti-IκBα and anti-BIRC3 antibodies were performed in tumor tissues from CRC patients. SQLE mainly localized in the cytosol, while IκBα and BIRC3 localized in both cytosol and nucleus. Representative images of IHC staining were shown (**A**). Semiquantitative scoring (H score) was carried out and correlations between SQLE and IκBα or SQLE and BIRC3 expression were analyzed (Pearson product moment correlation test, **B**). **C** A schematic model of SQLE-promoted resistance of CRC to 5-FU by (S)-2,3-epoxysqualene-activated NF-κB. SQLE-produced (S)-2,3-epoxysqualene enhances the binding of IκBα to BTRC, which promotes the degradation of IκBα and the activation of NF-κB pathway. Activated NF-κB upregulates BIRC3 expression to promote the resistance of CRC to 5-FU

## Discussion

Some previous studies have shown that cholesterol contributes to chemotherapy resistance, thereby carrying prognostic impact for cancer patients [17, 31]. However, apart from cholesterol itself, there is a lack of evidence regarding the relationship between metabolic intermediates of cholesterol metabolism and chemotherapy. For the first time, in this study, we found and proved the inhibitory role of SQLE in the drug sensitivity of CRC to 5-FU, highlighting SQLE as a potential target for CRC treatment. Further investigation into the underlying mechanism revealed that the direct product of SQLE-catalyzed squalene, (S)-2,3-epoxysqualene, could enhance the binding of IκBα to BTRC, leading to the upregulation of ubiquitin levels and subsequent degradation of IκBα. This activation of the NF-κB pathway ultimately inhibits the sensitivity of CRC to 5-FU (Fig. 6C). Apart from providing a new potential therapeutic target for colorectal cancer, more importantly, our study has established the first association between a metabolic intermediate of cholesterol metabolism and the NF-κB pathway.

5-FU, an early-reported chemotherapeutic drug, remains a cornerstone in the systemic treatment of CRC. Despite advancements in cancer treatment, the prognosis of CRC patients receiving 5-FU therapy remains unsatisfactory [32]. Therefore, it is crucial to explore and enhance the sensitivity of 5-FU to better design appropriate treatment strategies and achieve personalized care that effectively improves patient outcomes. SQLE is the second key enzyme in cholesterol biosynthesis and catalyzes the stereospecific oxidation of squalene to (S)-2,3-epoxysqualene. The correlation between the high expression of SQLE and the poor prognosis of patients with malignant tumor has been reported for a long time [13, 23, 24, 33–35]. In CRC, low mRNA level of SQLE is associated with a better prognosis of patients [23, 36]. CRC patients with high expression of SQLE have shorter recurrence-free survival (RFS) and overall survival (OS), highlighting SQLE as a prognostic biomarker for CRC [35]. It is suggested that the poor prognosis of patients with high expression of SQLE is attributed to its promotion of tumor cell proliferation [24, 33]. Recently, in CRC, it has been reported that inhibition of SQLE could reduce the levels of calcitriol (the active form of vitamin D3) and CYP24A1, and then increase the intracellular Ca^2+^ concentration, thus inhibiting the MAPK signal pathway, resulting in the suppression of CRC cell growth [24]. However, no previous studies investigated the effect of SQLE on CRC treatment efficacy. For the first time, therefore, we found and demonstrated that SQLE could inhibit the drug sensitivity of CRC to 5-FU, contributing to the poor prognosis in CRC patients, which also provided new evidence for the correlation between high expression of SQLE and adverse patient outcomes.

(S)-2,3-epoxysqualene is the direct product of squalene catalyzed by SQLE in cholesterol metabolism, however, little information is currently available about the value of (S)-2,3-epoxysqualene in cancer research. Only one previous study has reported that (S)-2,3-epoxysqualene would arrest the cell cycle in the G0/G1 phase and induce cell apoptosis in glioblastoma multiforme [22]. In our study, we experimentally demonstrated that (S)-2,3-epoxysqualene treatment would result in the activation of NF-κB pathway. Therefore, we establish for the first time a direct relationship between a small molecule of cholesterol metabolism and NF-κB pathway that (S)-2,3-epoxysqualene could enhance the binding of IκBα to BTRC to up-regulate the ubiquitin level of IκBα, thus promoting the degradation of IκBα, which leads to the activation of NF-κB pathway and the up-regulation of BIRC3, and ultimately inhibits the drug sensitivity of 5-FU. Our results have uncovered a unique molecular function of (S)-2,3-epoxysqualene to activate NF-κB pathway and the critical role of (S)-2,3-epoxysqualene-activated NF-κB in 5-Fu treatment of CRC.

As early as 2009, some researchers found that the expression of BIRC3 in CRC tissues was higher than that in normal tissues [37]. More importantly, cancer patients with high expression of BIRC3 exhibited an increased risk of early recurrence following fluorouracil treatment. Down-regulation of BIRC3 could activate caspase3/7, promote apoptosis and effectively increase the sensitivity of CRC cells to 5-FU [37]. Down-regulation of BIRC3 can enhance the drug sensitivity of 5-FU in oral squamous cell carcinoma, esophageal adenocarcinoma and other malignant tumors in later studies [38, 39]. In the present study, our results are in agreement with these studies, which again emphasizes the important role of BIRC3 in drug sensitivity.

Terbinafine is an inhibitor of SQLE, which plays a non-competitive inhibitory effect on SQLE by inhibiting squalene entering the active site of SQLE, thus inhibiting the synthesis of ergosterol and playing a bactericidal effect [40]. Although human cells are less sensitive to terbinafine than fungi, it demonstrates good tolerance and fewer adverse reactions in clinical applications for fungal infections, making it a promising candidate for clinical application in oncology [21]. Previous studies have reported that terbinafine could inhibit the proliferation of tumor cells and have potential anti-tumor effect [24, 33]. Another retrospective study covering the Swedish population showed that prostate cancer patients treated with oral terbinafine had a 47% lower risk of mortality from prostate cancer and a 36% lower risk overall mortality than the control group [41]. A recent study found that drug inhibition of SQLE leaded to squalene accumulation and subsequent endoplasmic reticulum stress, resulting in increased radiosensitivity of breast and lung cancer cells [42]. In addition, Li et al. [43] reported that terbinafine in combination with 5- FU or oxaliplatin could synergistically suppress colorectal cancer growth by regulating gut barrier function, which also supported our findings in the present study.

In summary, our discovery unveils a novel mechanism that (S)-2,3-epoxysqualene-dependent NF-κB activation promotes 5-FU resistance of CRC, which establishes the first association between a metabolic intermediate of cholesterol metabolism and the NF-κB pathway. Moerover, the various potential anti-tumor effects of terbinafine suggest its high potential as an anticancer drug, generating significant interest in its clinical application in CRC patients, and related clinical work is also being actively carried out.

### Supplementary Information

Supplementary Material 1.

## Data Availability

The datasets used and analyzed during the current study are available from the corresponding author on reasonable request. The RNA-sequencing data reported in this paper are publicly available in the National Center for Biotechnology Information’s Gene Expression Omnibus (GEO) database. The accession code for the RNA-sequencing data is GEO GSE232678.

# Supplementary material for: Squalene epoxidase promotes the chemoresistance of colorectal cancer via (S)-2,3-epoxysqualene-activated NF-κB
**Source:** Cell Commun Signal. 2024 May 18;22:278. doi: 10.1186/s12964-024-01649-z
**Supplement:** Supplementary file 1 — Supplementary Material 1.

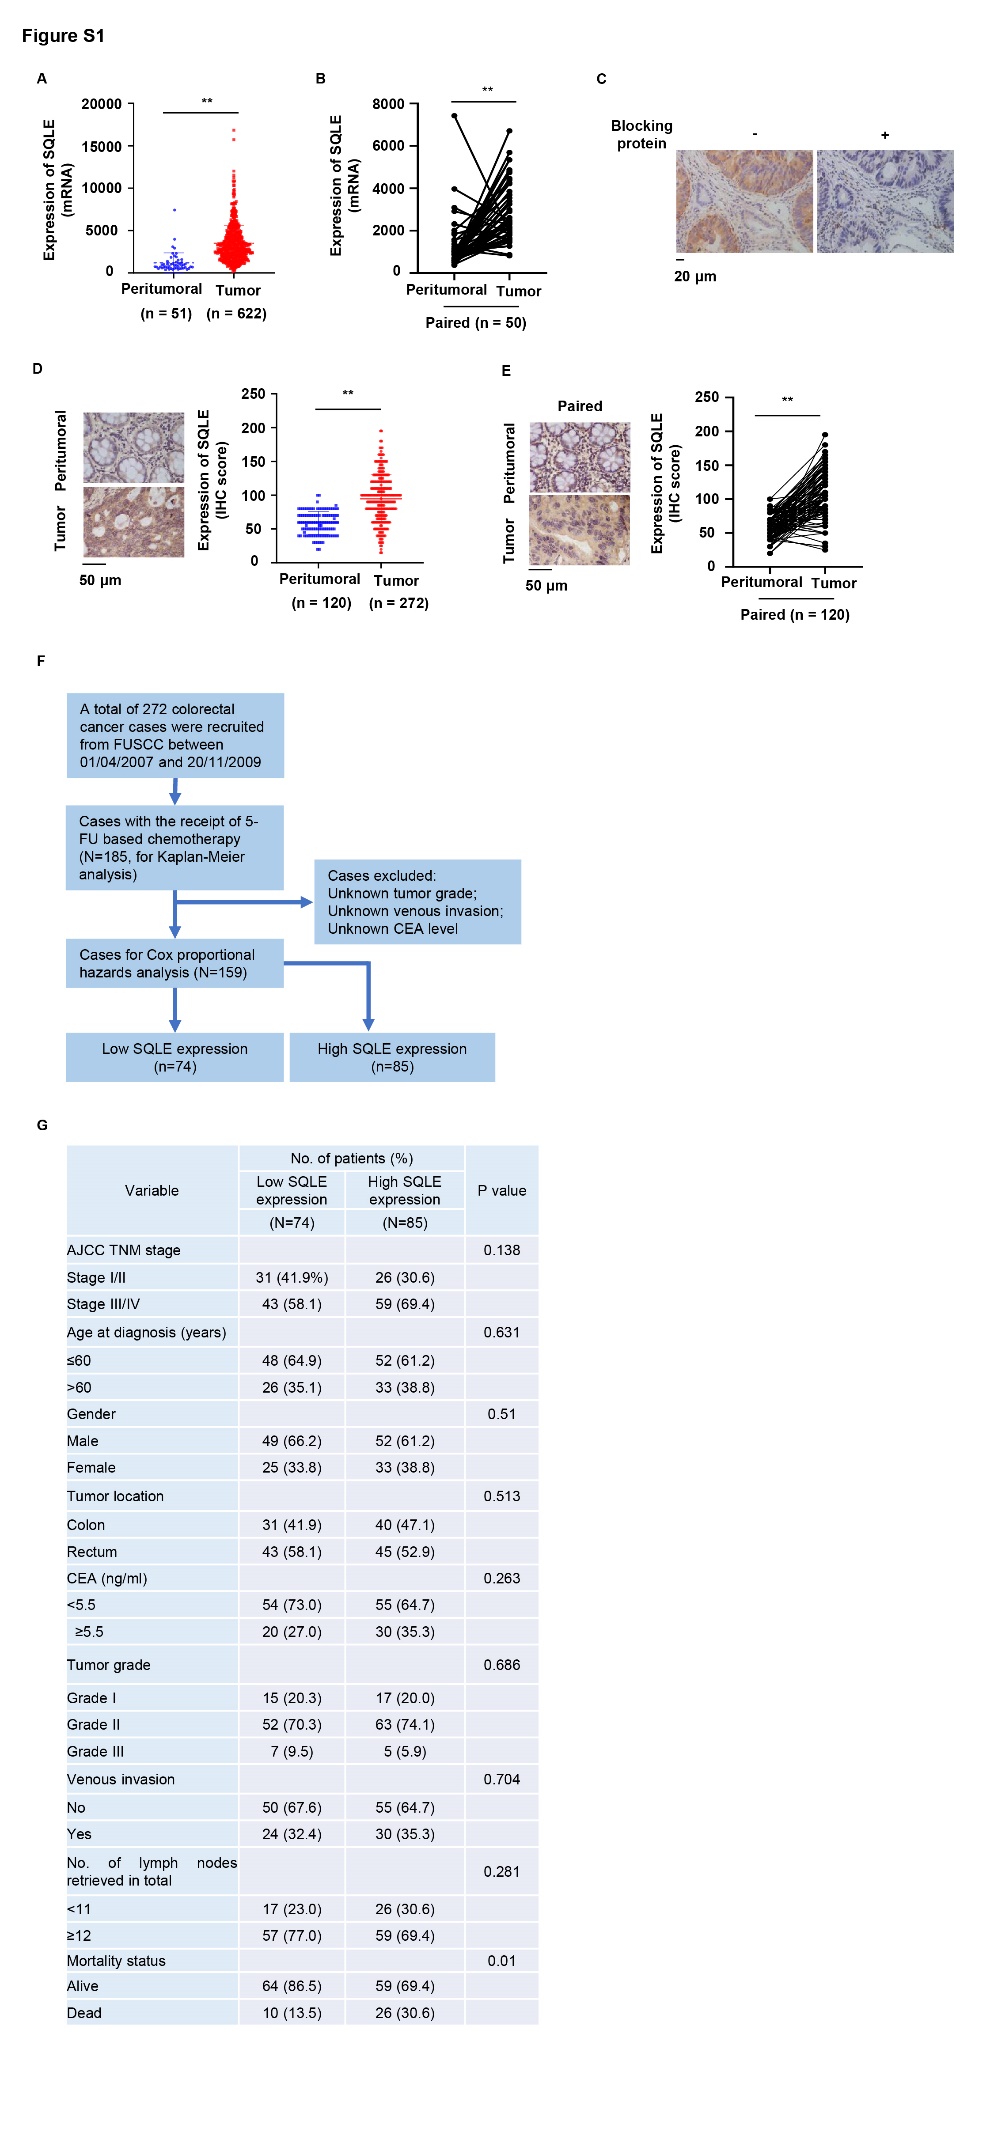

**Figure S1. SQLE expression correlates with the response of CRC patients to 5-FU-based chemotherapy. Related to Figure 1.**

(A–B) TCGA RNA-sequencing data of patients with CRC were analyzed. *SQLE* mRNA levels were compared between tumors and peritumoral tissues (Mann-Whitney test, two-tailed, A) or between tumors and paired peritumoral tissues (Wilcoxon signed-rank test, two-tailed, B). Data represented means ± SD.

(C) IHC analyses of CRC tissues using anti-SQLE antibody were performed with or without SQLE blocking protein.

(D-E) IHC analyses of SQLE were performed in specimens of CRC patients from FUSCC. The expression of SQLE between tumors and peritumoral tissues (Mann-Whitney test, two-tailed, D) or between tumors and paired peritumoral tissues (Wilcoxon signed-rank test, two-tailed, E) were compared. Data represented means ± SD. Left, representative IHC staining images. Right, semiquantitative scoring (H score) was performed.

(F) Flow chart of the CRC patients selection process in FUSCC.

(G) Comparison of different clinicopathological characteristics between low (n=74) or high (n=85) expression of SQLE groups in 159 CRC patients with the receipt of 5-FU-based chemotherapy (chi-square test).

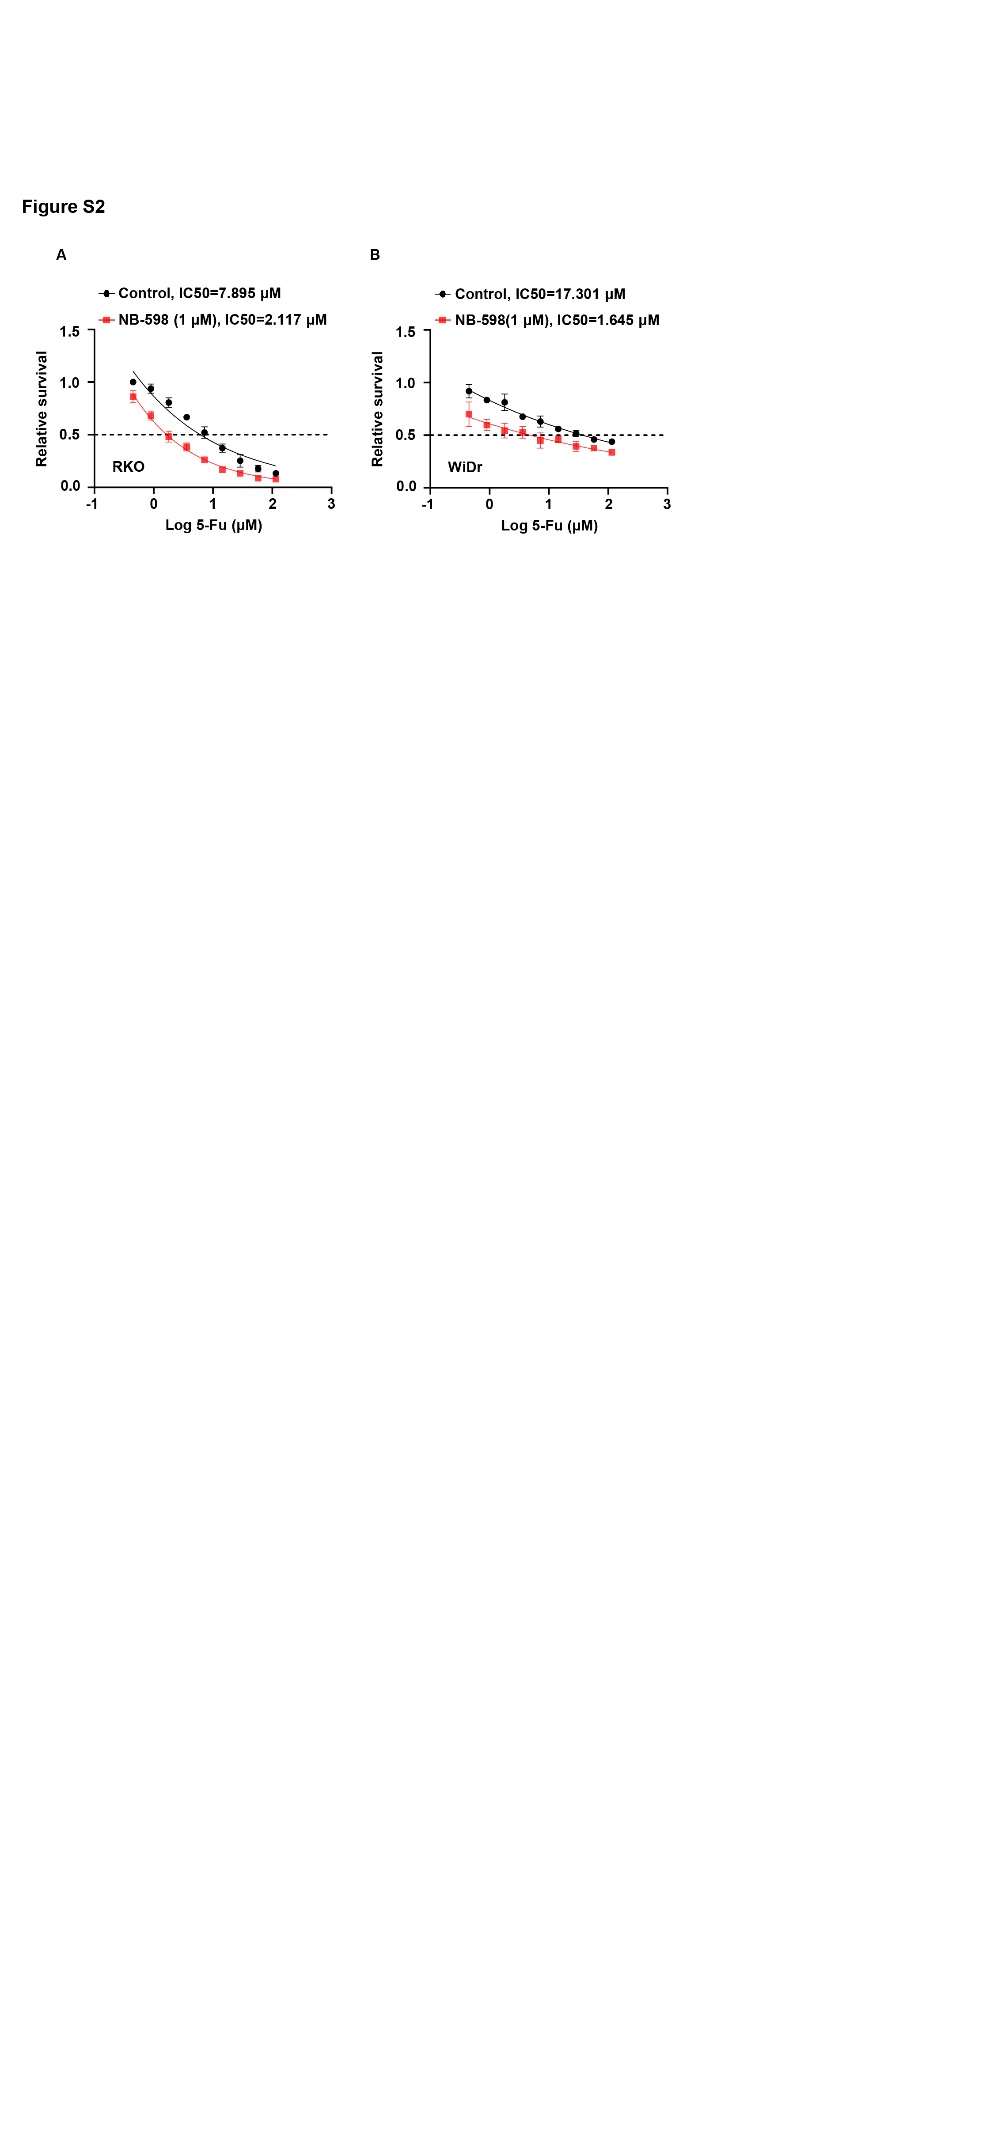

**Figure S2. Inhibiton of SQLE enhances the sensitivity of CRC to 5-FU treatment. Related to Figure 2.**

(A-B) The proliferation capacity was tested in RKO (A) and WiDr (B) cells with or without the treatment of NB-598 (1 μM, 72 h) and with the treatment of gradient concentration of 5-FU (0-115.2 μM) for 48 hours.

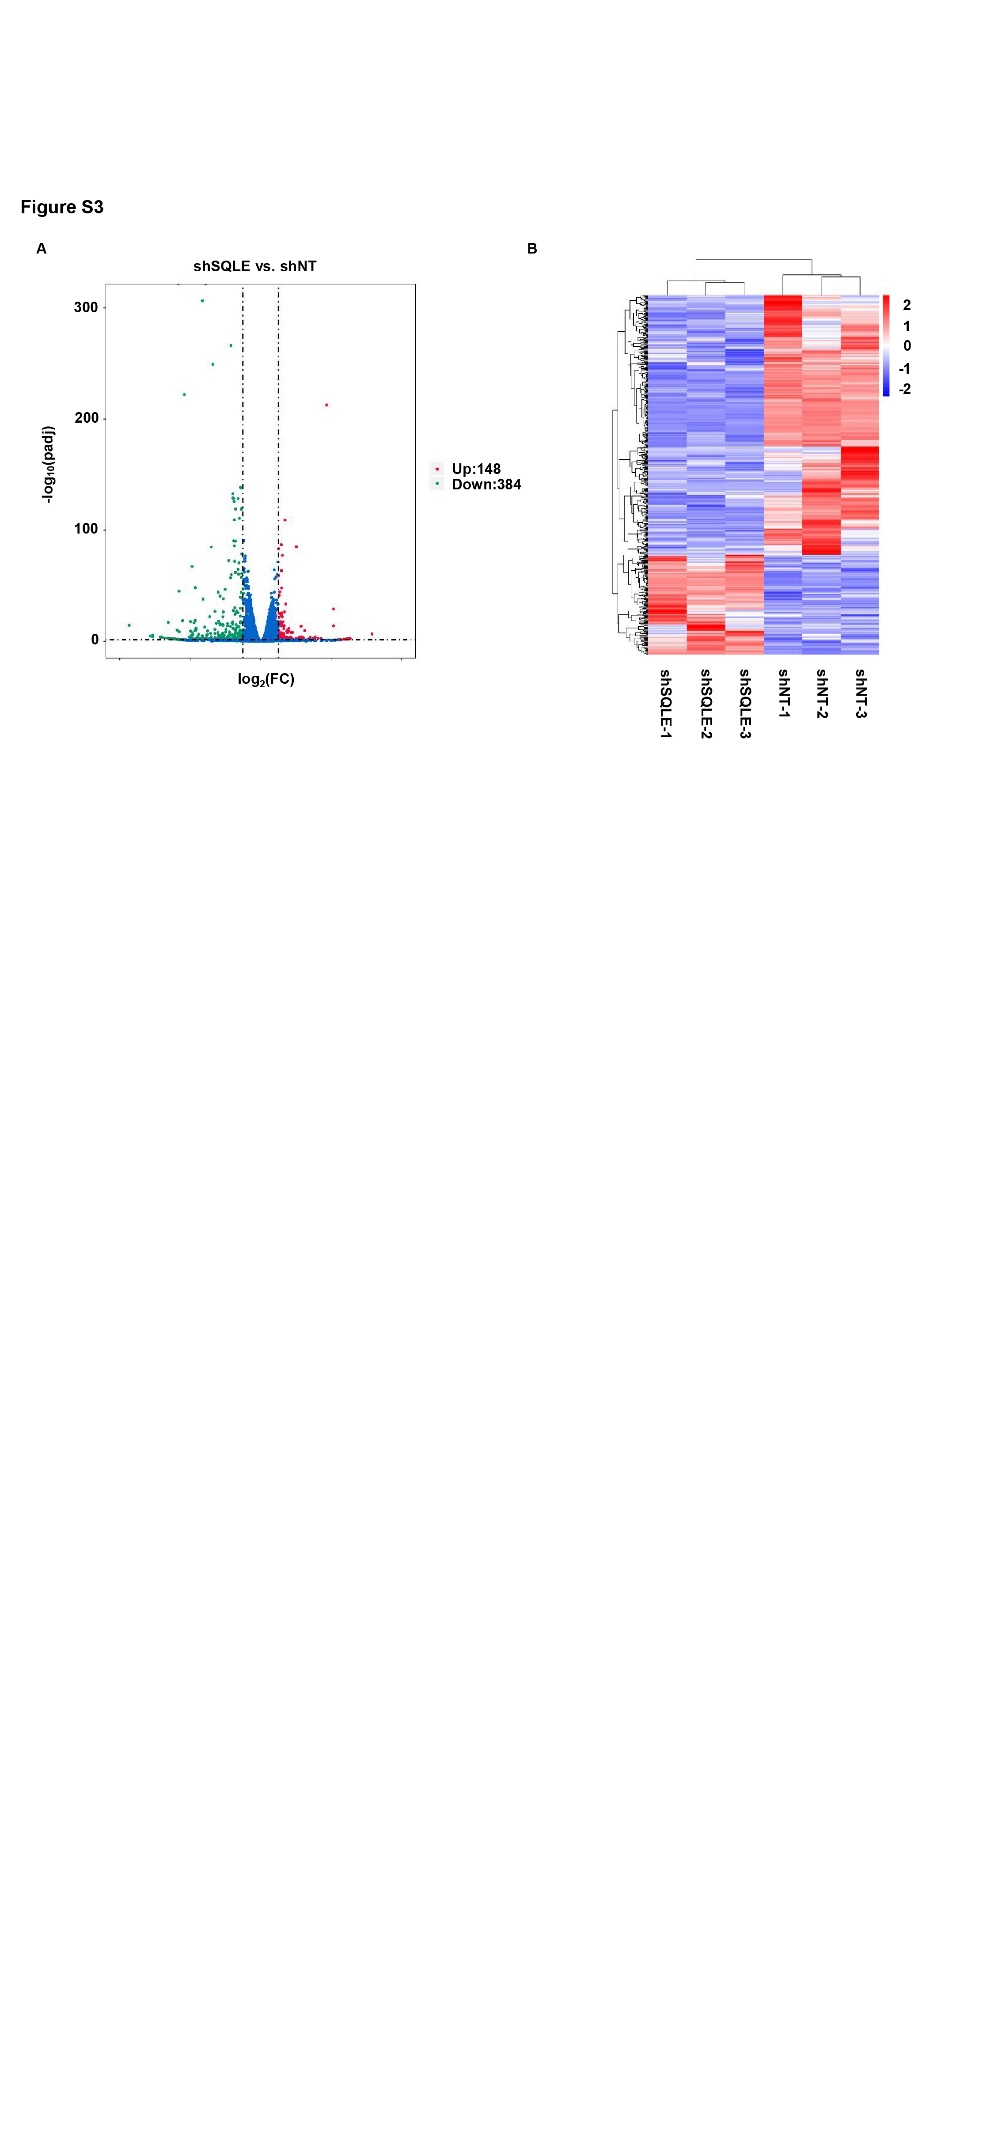

**Figure S3. SQLE enhances 5-FU resistance of CRC by upregulating BIRC3 expression. Related to Figure 3.**

(A) Volcano plot of the RNA-sequencing data analysis. The horizontal axis represented the multiple values of gene expression difference between the two samples (log2FoldChange), and the vertical axis indicated the significant levels of different gene expression (- log10padj). The up-regulated genes were represented by red dots, the down-regulated genes were represented by green dots, and the genes with no significant changes were represented by blue dots.

(B) Differential gene heat map analysis, also known as differential gene cluster analysis. Heat map color represented the level of gene expression. The horizontal axis represented the clustering results of samples before and after knockdown of SQLE, and the vertical axis represented the clustering results of different genes. In the heat map, red and blue indicated high and low expression of different genes, respectively.

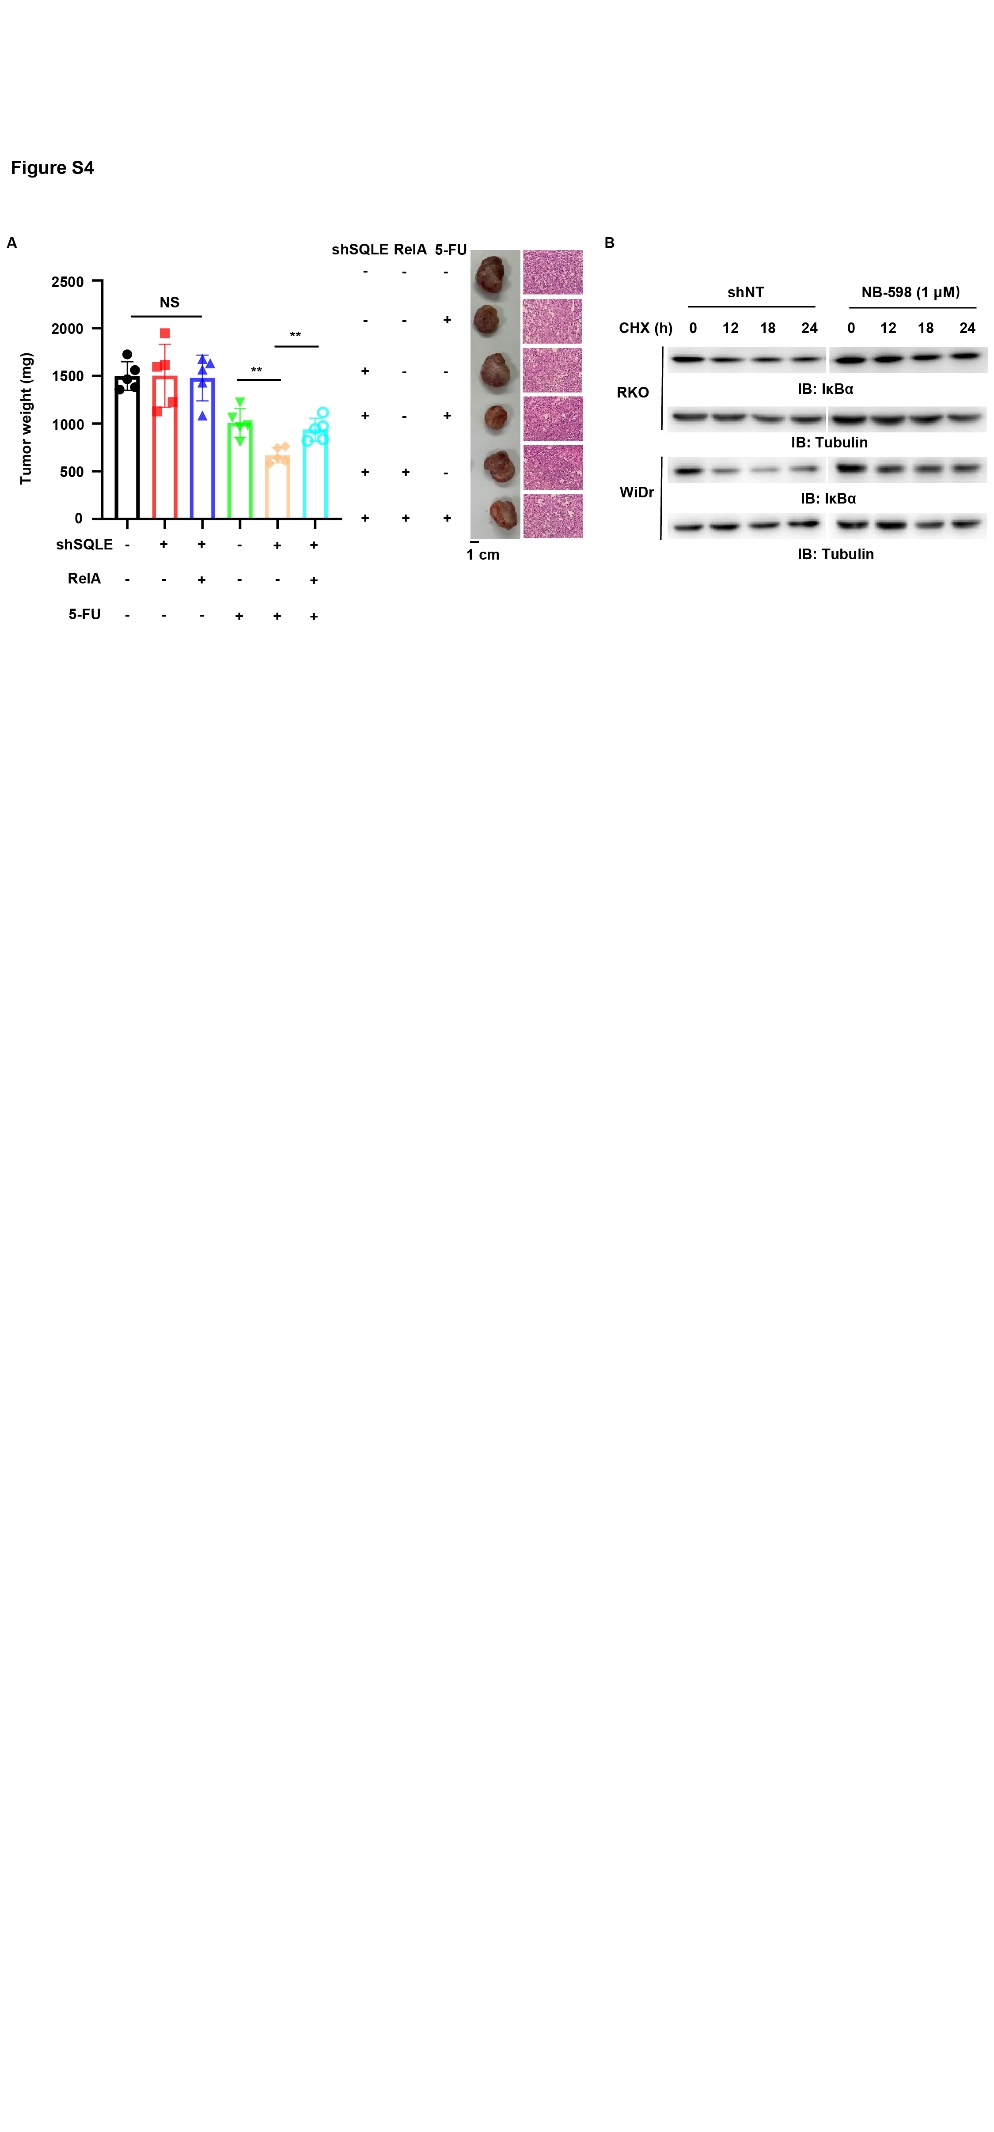

**Figure S4. SQLE activates NF-κB pathway to upregulate BIRC3 and enhance 5-FU resistance of CRC. Related to Figure 4.**

(A) RKO cells were depleted of endogenous SQLE and overexpressed with HA-RelA. These cells were subcutaneously injected into randomized athymic nude mice (5 mice per group) with or without the treatment of 5-FU (40 mg, twice/week, 2 weeks). 23 days after the injection, 23 days after the injection, tumors were dissected for weight measurement and HE staining. Quantitative analyses of dissected tumor weight were performed (left panel), and representative images of HE staining of dissected tumors were shown (right panel). Data represented the means ± SD of 5 mice (unpaired Student’s t test, two-tailed). (NS, not significant; **p < 0.01).

(B) Immunoblotting analyses were performed in RKO and WiDr cells treated with or without NB-598 for 48 h and treated with CHX (25 μg/mL) for 0, 12, 18, and 24 h.

**SUPPLEMENTAL TABLE**

**List of antibodies.**

| **Antibodies** | **Cat. Number** | **Company** |
| --- | --- | --- |
| anti-Flag | F1804 | Sigma |
| anti-HA | 3724 | CST |
| anti-Tubulin | sc-23948 | Santa Cruz |
| BetaActinMouseMonoclonalAntibody | 66009-1-Ig | Proteintech |
| anti-IKBKB | 15649-1-AP | Proteintech |
| anti-Ubiquitin | ab134953 | Abcam |
| anti-SQLE | 12544-1-AP | Proteintech |
| anti-c-IAP2 | #3130 | Cell Signaling Technology |
| anti-phospho-IκBα | #9246 | Cell Signaling Technology |
| anti- IκBα | 10268-1-AP | Proteintech |
| IKKα/β pSer176/180 | 2697S | Cell Signaling Technology |

How the deposited data were processed for this re-analysis (not part of the article)

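RNA-sequencing of RKO cells expressing shNT (3 libraries) or shSQLE (3 libraries) was analysed from 1 table of 500 genes. The authors deposited in it a signal per gene and library, their log2 fold change, and their p-value and adjusted p-value. The aligner, the counting, the genome build, the annotation and the test are not named in the paper or its supplement. The deposited signal values are pseudo-counts, which are neither read counts nor FPKM. In the authors' deposited table every gene has an adjusted p-value of at most 0.0497 and an absolute log2 fold change of at least 1.002, and 382 genes are lower and 118 higher in shSQLE. The table is thus a list of changed genes, and the genes that did not change were not used here. 1 gene name in it reads as a calendar date.

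How the pseudo-counts were made was worked out from the values. For each group, library sizes and a dispersion were fitted such that whole reads, moved to a common library size by quantiles of a negative binomial model, return the deposited value. All 3000 values came back within 0.01, and the dispersion was 0.00485 in each group fitted alone. On simulated data, 100% of the whole reads of 500 genes were recovered. Total depth per library stays unknown, so no share of a library was computed. Where all libraries of a group had at most 3 reads, a fold is given as a bound, the mean of the other group against 3 reads. Such bounds cover counting error only.

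The test had been planned for read counts, with limma on log2(value + 1) set as the test for normalized values. Because the values were not read counts, limma 3.58.1 in R 4.3.3 was used, with a mean-variance trend, a pseudocount of 1, a filter of at least 1 in at least 3 libraries, no covariate and Benjamini-Hochberg adjustment. This left out 27 genes and tested 473. Because the authors had selected the genes on the same libraries, the adjusted p-values control no share of false calls, neither among these genes nor genome-wide. On simulated values of 500 genes with 200 changed 4-fold, 176 of the changed genes and 6 of the others were called. The simulated genes shared a fixed dispersion and had not been selected for a difference. Those counts therefore do not measure false calls in the selected table. With 3 libraries per group an exact permutation test cannot give a p-value under 0.1.

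The genes named in the text were chosen by a rule set before the data were examined. It takes SQLE, the genes of Fig. 3C, NF-κB and sterol genes that the paper names, the 5 largest increases and the 5 largest decreases with groups that do not overlap, and up to 5 members with the smallest adjusted p-value of each hand-written list. The lists reported hold NF-κB targets, p53 targets, MYC-driven nucleolar genes, E2F targets, the unfolded protein response and interferon-induced genes. They were also written before the data were examined and are not the collection that the paper used. Other members of these lists, and NOMO3 and BOLA2B, are named because of their values. RELA, BTRC, IKBKB, CHUK, LSS, FDPS, TYMS and CYP24A1 are not among the 500 genes. Some items are not reported here. Tests of gene sets, GSVA, GSEA and a search for hairpin seed matches had been planned and were not run, because each needs the genes that did not change.

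Gene positions and the share of each gene's 50-mers found in other genes come from GENCODE release 29 on GRCh38, to which 491 of the 500 gene names (98.2%) were matched. The longest transcript of a gene was compared on both strands with 206694 transcripts, leaving out genes at an overlapping position. The authors' build may differ. Alternatives to the filter, the pseudocount, the thresholds, the set of libraries and the unpaired design were also computed. Python 3.11.15 with NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and Matplotlib 3.10.9 was used for the remaining steps.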

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

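The tests in this part were chosen after the results were seen.

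GRAMD1B and CA9 rose in shSQLE above the level in shNT, and the paper does not discuss them. Their log2 fold changes were 4.36 and 3.98. In both genes every shSQLE library lay above every shNT library. The lowest shNT value was that of replicate 1, with 31.1 pseudo-counts for GRAMD1B and 14.0 for CA9, and in CA9 the shSQLE values of 715, 426 and 394 spread widely.

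A difference in library size is argued against, because the largest ratio between 2 library sizes was 1.42, whereas CA9 was 14.7-fold and GRAMD1B 20.1-fold higher. Reads shared with near-identical genes are argued against as well, since 0% of the 50-mers of these genes occur in other genes at another position. The increases did not rest on 1 library. Over the 12 fits of the 2 genes that each left out 1 library, the lowest log2 fold change was 3.45 and both genes stayed past both thresholds. GRAMD1B and CA9 overlap other annotated genes, and whether the counting used strand is not stated. A response to the loss of SQLE stays open, and so does an effect of the hairpin on other transcripts. Neither was tested.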

How the results depend on the processing

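SQLE and BIRC3 kept their direction and stayed past both thresholds under every alternative that was run. The log2 fold change of SQLE lay between -4.53 and -4.51, and that of BIRC3 between -1.54 and -1.33. The lowest value of each came from a fit that left out 1 library, and so did the highest.

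The counts of changed genes moved by more than 1.5 times under 2 alternatives. Requiring a value of at least 10 in every library gave 137 lower and 47 higher genes in place of 340 and 98, 6 of the 10 genes of Fig. 3C, and 7 in place of 13 NF-κB list members. This follows from the construction, as only 193 genes were tested and genes that fell to a few reads were removed. An adjusted p-value under 0.01 in place of 0.05 gave 203 lower and 52 higher genes. A pseudocount of 0.1 gave 301 lower and 88 higher, of which 384 genes were shared with the 438 first called. Without a filter on low values, 349 were lower and 104 higher among 500 genes tested. Without a fold-change threshold, or with one of 1.5-fold, 346 were lower and 101 higher.

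Across the 6 fits that each left out 1 library, 232 to 295 genes were lower and 71 to 80 higher. All 10 genes of Fig. 3C kept their call in each of them. Among the NF-κB list members, 10 to 13 were past both thresholds, and of the p53 list members, 6 or 7. Fewer genes pass the filter with 5 libraries, from 429 to 463. The NF-κB list members that lost their call were IL1A, CSF2 and CXCL3. The p53 list member was TP53I3, with a log2 fold change of -0.97 without shNT replicate 1. NOMO3 lost its call without shNT replicate 3, shSQLE replicate 1 or shSQLE replicate 2, with adjusted p-values of 0.0588, 0.0863 and 0.0942. Over all alternatives its adjusted p-value ranged from 2.36e-05 to 0.0942. BOP1 gained a call without shNT replicate 3, at a log2 fold change of -2.40. ANKRD20A4, with 0 reads in shNT, did not pass the filter in the 3 fits that left out an shSQLE library and has no value there.

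The groups share replicate numbers. Same-numbered libraries deviated from their group means with correlations across genes of 0.0806, 0.0416 and 0.0919 for replicates 1 to 3, so the numbers were not taken to pair the libraries. With the replicate number as a block (replicate block), 333 genes were lower and 97 higher. The log2 fold changes of SQLE and BIRC3 under the replicate block were -4.52 and -1.44, and the genes of Fig. 3C past both thresholds were again 10.

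One alternative was chosen after seeing the data. limma-voom on the recovered whole reads called 338 genes lower and 96 higher, of which 429 were shared with the 438, and left SQLE at -4.52 and BIRC3 at -1.46. NOMO3 was not called by it, with an adjusted p-value of 0.0549. Its weights and scale differ from those of the pseudo-counts, while the reads are the same.

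The alternatives that need read counts for all genes, which are DESeq2 and its size factors, were not run. The alternatives to the tests of gene lists, GSVA scores and hairpin seed matches were not run either. The low read numbers limit CCL20, INHBA and COL5A3 to bounds on their fold, and the unknown total depth keeps any level from being given as a share of a library.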

Differences from the paper's values

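The paper reports 148 genes higher in shSQLE, and 98 were called here. Of the alternatives set before the data were examined, 3 came within 1.5 times of the paper's 148. These were no filter on low values with 104 genes, no fold-change threshold with 101, and a threshold of 1.5-fold with 101. The others did not close the gap. A pseudocount of 0.1 gave 88, the replicate block 97, an adjusted p-value under 0.01 gave 52, a value of at least 10 in every library gave 47, and leaving out 1 library gave 71 to 80. limma-voom on the recovered reads, chosen after seeing the values, gave 96. The authors' deposited table, as analysed here, lists 118 higher genes, which no setting can exceed.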

Other observations

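The tests in this part were chosen after the results were seen, except the regrouping of the libraries.

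Of the 10 ways to split the 6 libraries into 3 and 3, only the split into shNT and shSQLE, 1 of 10, gave as many as 438 genes past both thresholds. Each of the other 9 gave 0 such genes, with 6 to 10 genes at an unadjusted p-value under 0.05. With 10 splits the share cannot go below 0.1, and the 500 genes had been chosen for the real split, so the count says little about chance.

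NFKBIA mRNA was lower in shSQLE, at 43.9% of the shNT level. The paper reports a higher level of IκBα, the protein it encodes, after SQLE depletion in its immunoblots (Fig. 4E). The libraries measure mRNA and say nothing on protein. As a hypothesis, the lower mRNA may be part of the response of NF-κB targets, of which NFKBIA is one. The other 12 members of the NF-κB list in the table were also lower. A shared response and separate effects cannot be told apart here, because most genes in the table are lower and members that did not change are not among them.

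Some genes that the authors called differ in 1 library from both other replicates. The rule was a library at least 2 log2 units away from replicates that lie within 1 unit of each other. It found, among others, BOP1, NOMO3 and BOLA2B. BOP1 had 59.95 in shNT library 3 against 827 and 544. NOMO3 had 85.7 in shSQLE library 3 against 593 and 613, and BOLA2B had 811 there against 17.4 and 27.5. In the limma test NOMO3 was past both thresholds (adjusted p = 0.0290) and BOP1 and BOLA2B were not. Without the deviating library, the log2 fold change of NOMO3 rose from 1.82 to 2.75, that of BOLA2B went from 1.81 to 0.10, and BOP1 passed both thresholds with -2.40. A candidate explanation is that reads common to near-identical genes were assigned to one copy in some libraries and to another copy in others. For NOMO3 and BOLA2B, at least 93.8% of the 50-mers occur in other genes, foremost NOMO2 and BOLA2. For BOP1 the share was 0% in GENCODE release 29. Whether the authors' own reference holds further copies of it is not known, so for BOP1 this explanation stays open. No biological explanation was tested.

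The same explanation was tested on the other genes. The genes that jump in 1 library were left out, since they had prompted it. Of the remaining 460 genes tested that had a matched transcript, 12 have at least 50% of their 50-mers in other genes. Their median SD within groups was 0.896 log2 units, against 0.460 for the others. Among genes of similar level the excess averaged 0.289 (one-sided permutation test with 100000 draws within 5 levels of expression, p = 0.00031). With the prompting genes included, the excess was 0.437 over 464 genes. This is consistent with unstable assignment of shared reads, and read counts of such genes may be less reliable than their number of reads implies.

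The authors' p-values of genes with 0 reads in one group show a regularity. For the 66 such genes, the dispersion that returns each p-value of the authors' deposited table was solved from an exact negative binomial test on the total. For 24 genes it was the same value, 0.310, which is 64.0 times the common dispersion. Another 40 genes were below it and 2 above. With each library's value rounded before summing, in place of the sum, 21 genes had this value and 3 were above it. Both roundings were tried after the p-values had been seen. In those 24 genes the library with the most reads held from 53.3% to as much as 100% of the group's reads, so their replicates differed in evenness. As a hypothesis, the authors' software may have set a ceiling on the dispersion of single genes. This was found and tested on the same values.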
